# Analysis of Roux-en-Y Gastric Bypass and High-Fat Feeding Reveals Hepatic Transcriptome Reprogramming: Ironing out the Details

**DOI:** 10.3390/jcm15020479

**Published:** 2026-01-07

**Authors:** Matthew Stevenson, Munichandra Babu Tirumalasetty, Ankita Srivastava, Qing Miao, Collin Brathwaite, Louis Ragolia

**Keywords:** bariatric surgery, nonalcoholic fatty liver disease (NAFLD), iron homeostasis (hepcidin), gastric bypass, high-fat diet

## Abstract

**Highlights:**

- RYGB alters liver genes, reversing obesity-linked transcriptional changes.
- HFD after RYGB triggers liver stress, inflammation, and iron imbalance.
- Diet quality post-RYGB is key to sustaining liver and metabolic benefits.

**Abstract:**

**Background/Objectives:** Roux-en-Y gastric bypass (RYGB) improves obesity-related metabolic disorders, yet post-operative dietary composition critically shapes outcomes. This study explored how RYGB and high-fat diet (HFD) differentially regulate hepatic transcriptional programs. **Methods:** We performed RNA-seq on liver tissues from diet-induced obese C57BL/6 male mice 8 weeks post-RYGB or sham surgery, maintained on chow or HFD. Differentially expressed genes (DEGs) were identified using DESeq2. Gene sets were categorized as RYGB-induced (commonly regulated by surgery across diets), Reversal (RYGB-driven counter-regulation of obesity-induced changes), and HFD-induced (commonly regulated by diet). A subset of RYGB-specific HFD-induced genes was derived by excluding HFD-induced genes from the RYGB Chow vs. RYGB HFD contrast. Pathway enrichment was conducted using STRING. **Results:** RYGB induced 365 DEGs, including pathways related to extracellular remodeling and reduced mitochondrial/antioxidant activity. Among these, 119 Reversal genes countered obesity-associated transcriptional patterns and accounted for ~27% of the RYGB-induced enrichment results. HFD regulated 860 DEGs, highlighting stress responses and translational repression. Lastly, a set of 426 RYGB-specific HFD-induced genes revealed persistent hepatic inflammation, coagulation, and iron dysregulation under HFD despite surgery. **Conclusions:** RYGB induces robust hepatic transcriptomic changes that attenuate obesity-driven dysregulation, including a coordinated reprogramming of iron-handling pathways. However, high dietary fat partially overrides these benefits, promoting inflammatory, metabolic stress, and iron-related stress. Optimizing post-operative diets and carefully managing micronutrient intake, especially iron, may enhance RYGB’s metabolic efficacy and long-term liver health.

## 1. Introduction

Obesity remains a major global health concern [1,2] and is often associated with serious metabolic disorders, sometimes grouped under the broader term ‘metabolic syndrome’ [3], such as type 2 diabetes and non-alcoholic fatty liver disease (NAFLD) [4]. Roux-en-Y gastric bypass (RYGB) is a commonly performed surgical procedure that can induce significant and often rapid weight loss, leading to improvements in metabolic indicators. However, post-operative diet exerts a decisive influence on these outcomes: high-fat (HF) intake can undermine many of the metabolic gains otherwise seen after RYGB, suggesting a close interplay between dietary composition and surgical intervention.

In a recent companion study using the same mouse cohort [5], we demonstrated that while RYGB markedly lowered body weight and improved dyslipidemia, the degree of post-surgical metabolic improvement varied greatly with dietary composition. Although RYGB has been proposed as a potential treatment for NAFLD [6,7,8,9,10,11], our findings revealed that HF feeding post-RYGB constrained many of its metabolic benefits, including incomplete resolution of NAFLD and hepatic fibrosis. HF feeding also sustained elevated fasting glucose levels. Interestingly, RYGB led to systemic iron deficiency under both diets, suggesting that altered iron handling may be intertwined with the very metabolic adaptations that promote weight loss and improved lipid profiles. Given iron’s importance in mitochondrial function and redox balance, these findings suggest that while RYGB reshapes metabolic pathways, dietary composition ultimately dictates the extent and durability of these effects.

By expanding the analysis here to include global hepatic gene expression, we aim to uncover the molecular pathways that underlie the interplay between RYGB and dietary fat intake. Because the liver is a central hub governing lipid and glucose metabolism, inflammation, and micronutrient handling, we performed a transcriptome-wide investigation of liver tissue in mice subjected to either RYGB or sham surgery, each group fed either chow or a high-fat diet (HFD). Our goal is to identify molecular signatures and pathways governed by surgical intervention, by diet, or by their combination. Given that RYGB mice exhibited increased fecal lipid loss under HF feeding, transcriptomic changes in lipid metabolism may reveal adaptive hepatic responses to altered nutrient absorption. Similarly, persistent hepatic inflammation and fibrosis in RYGB + HFD mice suggest transcriptional signatures that may explain why HF feeding attenuates RYGB’s hepatoprotective effects. Finally, given that RYGB-induced iron deficiency was present regardless of diet, we seek to determine whether transcriptional reprogramming of hepatic iron-handling pathways contributes to this phenomenon beyond malabsorption alone. Through this, we aim to shed light on how specific dietary habits can either reinforce or limit RYGB’s potential to improve metabolic health.

## 2. Methods

### 2.1. Experimental Design, Sample Collection and Preparation

Diet-induced obese male C57BL/6 mice underwent either RYGB or sham surgery and subsequently maintained on either a chow or HFD for 8 weeks post-operatively (Figure 1A). Diet-induced obese male C57BL/6J mice (average preoperative weight 41.49 ± 4.45 g), purchased from The Jackson Laboratory (Farmington, CT, USA), underwent either RYGB or sham surgery and were anesthetized with isoflurane during surgery, and subsequently maintained on either a chow or HFD for 8 weeks post-operatively (Figure 1A). Full details regarding the surgical procedures, post-operative care, and dietary regimens are provided in the original publication [5]. At the conclusion of this study, mice were euthanized via cervical dislocation, and liver tissues were snap frozen to preserve RNA integrity for subsequent analyses. The experimental unit was the individual mouse, with one liver sample collected per animal. For RNA-seq, five liver samples per group were analyzed (*n* = 5 per group; total *n* = 20 across four groups: Sham Chow, Sham HFD, RYGB Chow, and RYGB HFD), with samples randomly selected from the full cohort described in the previously published study. Animals were not allocated to experimental groups as part of the present RNA-seq study; rather, liver samples were randomly selected within each group from the parent cohort. No additional steps were taken in this secondary RNA-seq analysis to control potential confounders (e.g., processing order or animal/cage location) beyond the standardized conditions described for the parent study. No a priori sample size calculation was performed for this secondary transcriptomic analysis; the subset size was determined by feasibility and sequencing cost while maintaining balanced group sizes. As no a priori sample size calculation was performed, no primary outcome measure was used to determine sample size. No animal-level or sample-level inclusion or exclusion criteria were applied beyond group assignment, and no animals or liver samples were excluded from the RNA-seq analysis. All downstream analyses were performed using *n* = 5 per group. Blinding was not performed for RNA-seq sample selection, processing, or data analysis; blinding during animal allocation and conduct in the parent study was not reported. These liver tissues, obtained from the previously published study were used for total RNA extraction with Trizol reagent (Ambion, Life Technologies, Carlsbad, CA, USA), followed by purification and concentration using RNeasy MinElute Cleanup Kit (Qiagen, Hilden, Germany; #74204). RNA purity was assessed by 260/280 and 260/230 ratios and samples were sent for sequencing. Animal experiments were approved by the NYU Grossman Long Island School of Medicine IACUC and conducted in accordance with the National Institutes of Health guide for the care and use of Laboratory animals (NIH Publications No. 8023, revised 1978) and reported in accordance with ARRIVE guidelines.

### 2.2. RNA Sequencing and Library Preparation

The extracted RNA from the liver tissue was evaluated for both quantity and integrity. RNA integrity numbers (RIN) were calculated to guarantee high-quality RNA for sequencing. Following its separation from the total RNA by means of magnetic beads coupled to poly-T oligos, the mRNA was then broken into tiny fragments by divalent cations at high temperatures.

Reverse transcriptase and random hexamer primers were used for the first strand of cDNA synthesis, and DNA Polymerase I and RNase H were used for the second strand. dUTP was added during second-strand synthesis to maintain strand specificity in directed libraries. Following that, the cDNA was subjected to adapter ligation, A-tailing, and end repair. To separate cDNA fragments that were most suited for sequencing, size selection was carried out.

An Agilent Bioanalyzer and a Qubit Fluorometer were used to assess the produced libraries’ quality. Real-time PCR was used to quantify the libraries, and the Bioanalyzer was used to confirm their size distribution. Libraries were pooled and sequenced on an Illumina platform using a paired-end 150 bp (PE150) technique based on their effective concentration and total data [12]. All these procedures were carried out by Novogene in Sacramento, CA, USA.

### 2.3. Data Processing

Initial processing of raw sequencing reads involved eliminating adapters, poly-N sequences, and low-quality fragments using Trimmomatic v0.36 with default settings [13]. Subsequently, the read quality of each sample was evaluated using the FastQC program with standard. The pre-processed reads were aligned to mouse reference genome, mm10 through HISAT2 v.2.1.0 program using the splice-mapping approach with default setting [14]. Furthermore, FeatureCounts v1.5.0-p3 was used to quantify the number of reads for each gene [15]. Using FPKM and read count as the main metrics, gene expression levels were evaluated using FPKM (Fragments Per Kilobase of Transcript Sequence per Million Base Pairs), which was computed using the length of the gene and the number of reads mapped to it.

To ensure high-quality data, raw read counts were visualized (Supplementary Figure S1A) and subjected to a count-per-million (CPM) filter of 2 in at least three samples. This threshold was determined based on signal-to-noise ratio (SNR) assessments and log2 CPM distribution analyses, which identified transition ranges between noise and true signal at 0.59–5.1 CPM and 1.82–3.92 CPM, with mean values around 2.84 and 2.87 CPM (Supplementary Figure S1B–D). The density plot of expression levels (Supplementary Figure S1E) revealed a consistent distribution following noise removal, reflecting balanced sensitivity and specificity. A CPM threshold of 2 aligns with general conventions (1–2 CPM) while ensuring detectable gene expression across multiple samples and mitigating noisy signals.

### 2.4. Differential Expression Analysis

Differential expression (DE) analysis was conducted using DESeq2 [16] in RStudio (Version 2024.12.0+467) [17]. We focused on four pairwise contrasts to address potential confounding variables, particularly body weight differences, and provide a clear view of transcriptional changes. Raw count data were normalized using DESeq2’s median-of-ratios method, applying a design formula of ~Group. To improve interpretability and stability of effect size estimates, lfcShrink [18] was applied, further refining log2-fold change values for downstream analyses. Group labels were dynamically re-leveled for each comparison, allowing for robust identification of transcriptional shifts across the following key contrasts:

- Sham Chow vs. RYGB Chow;
- Sham HFD vs. RYGB HFD;
- RYGB Chow vs. RYGB HFD;
- Sham Chow vs. Sham HFD.

From the outset, body weight discrepancies between groups, previously characterized in detail [5], posed a significant challenge. Sham HFD mice exhibited notably higher body weights than all other groups, introducing a confounding variable that biased transcriptional patterns (Supplementary Figure S2A). Additionally, contrasts involving the Sham HFD condition disproportionately preserved significant genes after multiple-testing correction. For instance, in the Sham HFD vs. RYGB HFD comparison, 59.2% of the upregulated genes and 61.8% of downregulated genes remained significant post-correction; by contrast, only 9.7% and 3.9% were retained in the Sham Chow vs. RYGB Chow comparison (Supplementary Figure S2B,C). These outcomes highlighted the risks of stringent FDR-based thresholds, where biologically validated changes (e.g., *Hamp*) were sometimes excluded despite showing large fold changes and corroboration by independent experiments [5].

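In the authors' deposited counts, 2003 genes were higher and 1769 lower in RYGB HFD than in Sham HFD at an unadjusted p-value under 0.05, and 1050 (52.4%) and 971 (54.9%) of them passed after Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test. In Sham Chow vs. RYGB Chow, 700 genes were higher and 625 lower in RYGB Chow before adjustment, of which 6 (0.857%) and 1 (0.16%) passed. With DESeq2 in place of edgeR, the alternative that moved this count most, 66 genes were higher and 26 lower after adjustment. All 5 mice of one group lay beyond all 5 of the other for 1804 genes (14.7%) in Sham HFD vs. RYGB HFD and for 164 genes (1.34%) in Sham Chow vs. RYGB Chow, where chance gives 0.794%. *Hamp* (ENSMUSG00000050440, chromosome 7 from 30942368 to 30944032) encodes the iron hormone hepcidin. Its normalized expression (CPM, counts scaled to the size of the library) was 830 ± 197 (mean ± SD, n = 5 mice) in Sham Chow and 93.4 ± 198 (n = 5) in RYGB Chow, where 4 mice lay between 1.08 and 10.8 and RYGB Chow replicate 3 at 447. The log2 fold change in Sham Chow vs. RYGB Chow was -3.15 (standard error 1.02, adjusted p = 0.268), while every RYGB Chow mouse lay below every Sham Chow mouse (exact permutation test, two-sided p = 0.00794). With each mouse left out in turn, it ran from -7.40, without RYGB Chow replicate 3, to -2.83, and its adjusted p-value from 1.47e-08 to 0.416.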

Given these issues, we deemed factorial designs unsuitable. Residual confounding, particularly among comparisons incorporating the Sham HFD group, could not be adequately controlled within a single factorial model. Accordingly, we adopted a paired-comparison approach validated by biological replication and permutation testing.

### 2.5. Identification of Commonly Regulated Genes

To determine which genes were consistently altered across various experimental conditions, we first inspected the results of four pairwise DE comparisons (Sham Chow vs. RYGB Chow, Sham HFD vs. RYGB HFD, RYGB Chow vs. RYGB HFD, and Sham Chow vs. Sham HFD). Because body weight discrepancies precluded a single factorial framework, each contrast was treated independently, prioritizing unadjusted *p*-values (<0.05) to capture biologically meaningful alterations that might be missed by more conservative statistical thresholds.

In identifying RYGB-induced effects, we specifically looked for genes that reached significance in both Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD and that showed the same direction of change in both comparisons (Supplementary Figure S3A). This permitted the identification of transcripts whose regulation was robust under surgical intervention, irrespective of diet.

Next, we aimed to identify genes that not only responded to RYGB but also opposed the “obese” transcriptomic state typically induced by HF feeding. By overlapping the RYGB-induced genes with those showing differential expression in Sham Chow vs. Sham HFD, we derived a set of “Reversal” genes. These exhibited significant RYGB-induced changes in the opposite direction of the obesity signature (Supplementary Figure S3B). We interpret this subset as potentially central to countering obesity-related perturbations.

Likewise, we examined diet-induced shifts independently of surgery. Genes that were significantly and consistently altered (i.e., regulated in the same direction) in both Sham Chow vs. Sham HFD and RYGB Chow vs. RYGB HFD were merged to pinpoint transcripts broadly affected by HFD (Supplementary Figure S3C). By requiring significance in both diet-based comparisons, we identified genes that represent consistent HFD effects across both surgical and non-surgical states, as well as across distinct body phenotypes (lean vs. obese and lean vs. lean). We term these “HFD-induced,” as they capture gene-expression patterns strongly linked to HF feeding, irrespective of RYGB or body weight.

Taken together, these overlapping gene sets (RYGB-induced, Reversal, and HFD-induced) formed the basis of the subsequent pathway enrichment analyses. By filtering transcripts that met unadjusted *p* < 0.05 across relevant contrasts, we could emphasize biological reproducibility rather than potentially restrictive multiple-testing criteria. Follow-up validation using permutation analysis (outlined below) confirmed that the observed overlapping gene signatures did not arise simply by chance but revealed coherent transcriptomic programs involving surgery, diet, or both.

### 2.6. Permutation Analysis for Validation

Permutation analysis was used to validate the biological significance of commonly regulated genes and assess how likely significant overlaps might occur by random chance. For RYGB-induced effects, surgery labels (Sham vs. RYGB) were randomly shuffled within each diet condition (Chow or HFD) in 10,000 iterations, generating null distributions that preserved study design. At each iteration, we repeated the DE analysis (*p* < 0.05) and recorded the overlap between permuted Chow and HFD contrasts.

To ensure that the HFD-induced gene set was similarly robust, we performed an analogous analysis in which diet labels (Chow vs. HFD) were permuted within each surgical group (Sham or RYGB). Again, 10,000 iterations were run, and the overlap of significantly altered genes in the permuted datasets was recorded.

This empirical approach circumvented the limitations of conventional FDR corrections in the presence of confounding variables [19,20,21,22,23].

$$P=\frac{Number\;of\;Permuations\;with\;Overlap\;Observed+1}{Total\;Permutations+1}$$

### 2.7. Refinement of RYGB-Specific HFD Effects

To isolate transcripts uniquely governed by diet within the RYGB condition, we removed genes previously identified as HFD-induced from the RYGB Chow vs. RYGB HFD results (Supplementary Figure S3D). The remaining genes were then filtered using an adjusted *p*-value (<0.05). Unlike the unadjusted approach taken for commonly regulated gene sets, this final filter was designed to capture genes specifically echoing the interaction of RYGB and diet, rather than broad HFD-driven changes.

### 2.8. Pathway Enrichment Analysis

Pathway enrichment was performed on the refined gene lists, namely RYGB-Induced, Reversal, HFD-Induced, and RYGB-Specific HFD-Induced, each derived from iterative filtering strategies to capture distinct biological contexts. Analyses used STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) version 12.0 to identify functional associations from Gene Ontology (GO), KEGG, Reactome, and WikiPathways [1,24,25,26,27,28,29,30,31,32,33,34,35,36,37]. A minimum interaction score of 0.4 (medium confidence) was used to filter protein–protein interactions, and all evidence sources (e.g., experimental data, computational predictions, text mining) were included. A custom background restricted to expressed genes in this dataset was employed to enhance specificity when identifying functional terms.

To reduce overlapping or redundant pathway annotations, a two-step clustering process was applied: first, gene-set clustering based on Jaccard distances of shared membership was used to group similar biological terms; second, text-based clustering merged near-duplicate annotations (e.g., GO vs. KEGG) that effectively labeled the same pathway. The final enrichment results were visualized in lollipop-style plots showing the top ten pathways per list (ranked by signal, a combined score derived from FDR and strength).

### 2.9. PubMed Gene Association Analysis

To evaluate the PubMed literature association of HFD-induced genes, a keyword-based search was performed using programmatic queries in R. The “HFD” category included keywords such as “high-fat diet,” “HFD,” “high-fat feeding,” and “fat-rich diet,” while the “obesity” category included terms like “obesity,” “adiposity,” “weight gain,” and “body mass index.” The total number of PubMed hits for each gene under both categories was retrieved and compared.

### 2.10. Heatmap Generation

Heatmaps generated using pheatmap illustrate transcriptional shifts among the refined gene sets derived from our pairwise comparisons. For the commonly regulated gene sets, an iterative percentile approach was employed to select a consistent number of top-ranked genes (e.g., Top 25) for each condition based on *p*-value or log2 fold change (log2FC), ensuring uniform representation of highly responsive transcripts. Rlog-transformed expression values were row-scaled. Hierarchical clustering arranged genes by expression profile, and columns were sorted based on the ordering used in our experimental design graphic (Figure 1A) and previous publication [5], maintaining consistency with this study’s established framework. This approach offers an intuitive depiction of the principal transcriptional modulations tied to diet (Chow vs. HFD), surgery (Sham vs. RYGB), as well as differences observed across these conditions.

For RYGB-Specific HFD Effects, heatmaps were generated using the top 25 DEGs by the adjusted *p*-value and log2FC. This selection highlights the most prominent transcriptional differences confined to RYGB’s response to HFD.

## 3. Data Availability

Raw sequencing data (FASTQ files) and gene-level count matrices have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE303852 at the following link:

https://urldefense.com/v3/__https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE303852__;!!MXfaZl3l!Y_krM93hJyi58Hf2gD--A4FRqZGV1DIv1-tzsb6HO5PM5fBicmwbZyDShI2LFB2pAHoSOB9fRS9UZeE8OBE6Xenwbw$ (accessed on 19 August 2025)

The token for access is: wzwfgmgqzvwpzer.

Curated gene lists derived from our analytical framework, including those used for identifying RYGB-induced, Reversal, HFD-induced, and RYGB-specific transcriptomic changes, are available from the corresponding author upon reasonable request.

## 4. Results

### 4.1. Distinct Transcriptomic Landscapes Shaped by Surgical Intervention and Dietary Composition

We analyzed RNA-seq profiles from liver samples collected 8 weeks post-surgery (RYGB or Sham) under chow or HFD (Figure 1A).

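Each of the 4 groups, sham and RYGB mice on chow or on HFD, held 5 mice, with 1 liver library per mouse. The mice had been fed HFD for 12 weeks before surgery and were then kept on chow or HFD for 8 weeks. The authors deposited the number of reads that FeatureCounts assigned to each Ensembl gene, as counts without normalization. Between 14604854 and 22537498 reads per mouse were counted, with medians of 19512532 in Sham Chow, 19148371 in RYGB Chow, 20554898 in Sham HFD and 18106581 in RYGB HFD. The counts were scaled with edgeR's TMM factors, which lay between 0.916 and 1.13. One edgeR quasi-likelihood model of all 20 mice gave the log2 fold changes, each of the second group over the first in the contrast's name, with two-sided p-values adjusted over all tested genes. The biological coefficient of variation was 0.181. Single genes were also compared by an exact permutation test (two-sided) on log2 of CPM + 0.5, in which 5 mice against 5 allow no p below 0.00794. Positions are on GRCm38 (mm10). The sample labels name no sequencing batch, so values within batches could not be computed.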

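The deposited table lists 54532 genes, of which 28411 had at least 1 count in at least 1 mouse. The filter on low counts was applied to all 20 mice together, without regard to group, and the 12289 genes that passed held between 14565921 and 22467544 counts per mouse.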

Following the removal of lowly expressed genes using a CPM threshold of 2 in at least three samples, 12,289 genes remained for further analyses. Exploratory methods, such as principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE), revealed distinct group separations driven by both surgery and diet (Figure 1B,C). 

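Principal components were computed here from rlog values of all genes that passed the filter, centered and not scaled. PC1 held 29.2% of the variance and PC2 13.5%. On PC1, the 5 Sham HFD mice scored between 13.97 and 18.24 (mean 16.5 ± 1.57, SD) and the 15 mice of the lean groups between -11.15 and 1.02. On PC2, Sham HFD scored between -0.0768 and 3.24, inside the range of the lean groups from -13.13 to 11.25. The lowest PC2 scores were those of RYGB HFD, from -13.13 to -5.11.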

Lean groups clustered distinctly from obese groups along PC2, demonstrating a robust body phenotype imprint on the hepatic transcriptome. Within the lean groups, clear separation was observed among Sham Chow, RYGB Chow, and RYGB HFD in the 3D t-SNE plot. This separation, arising from contributions across all three t-SNE dimensions, emphasizes the unique transcriptional profiles associated with both surgical intervention and dietary composition, independent of body phenotype. 

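The t-SNE plot was not recomputed here, since its axes depend on a random start, and the distances between the mice were measured in the rlog values instead. Between-group over within-group squared distance (pseudo-F) of Sham Chow, RYGB Chow and RYGB HFD was 2.44 (exact permutation test over 126126 splits of the 15 mice, one-sided p = 5.55e-05). The mean silhouette width, which is positive when mice lie nearer their own group than the next, was 0.0884 over the 15 mice (exact permutation test, one-sided p = 3.17e-05). It was 0.171 in RYGB HFD, where all 5 mice had a positive width, 0.112 in Sham Chow, where 4 of 5 did, and -0.0180 in RYGB Chow, where 2 of 5 did. Among other transformations and gene choices and fits without one mouse, the pseudo-F ranged from 1.88 to 3.17.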

Additionally, distinct clustering within diet groups further emphasized how dietary composition profoundly shapes pathways linked to lipid metabolism and inflammation.

To further explore these patterns, we calculated correlations between the top five principal components (PCs) and experimental groups (Figure 1D). Significant correlations were observed for specific PCs, while others showed trends suggestive of potential associations. For example, PC1 exhibited a strong positive correlation with Sham HFD (r = 0.96, *p* < 0.00001), and a trend toward a negative correlation with Sham Chow (r = −0.42, *p* = 0.064). PC2 showed a significant positive correlation with Sham Chow (r = 0.60, *p* = 0.0048) and a strong negative correlation with RYGB HFD (r = −0.81, *p* < 0.00001). In contrast, PC3 showed a near-significant trend for a negative correlation with RYGB Chow (r = −0.49, *p* = 0.028) and a trend toward a positive correlation with RYGB HFD (r = 0.42, *p* = 0.065). 

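Group membership is a yes or no variable, so each correlation stands for the difference between 5 mice of one group and the other 15. Over the 5 components and 4 groups, 20 correlations were computed, each with an exact permutation test over the 15504 splits (two-sided) and Benjamini-Hochberg adjustment over the 20. Pearson's r of PC1 with Sham HFD was 0.96 (permutation p = 6.45e-05, adjusted p = 6.45e-04, Spearman's rho 0.75), and with Sham Chow it was -0.42 (permutation p = 0.0648, adjusted p = 0.185, rho -0.45). PC2 gave r = 0.60 with Sham Chow (permutation p = 0.00510, adjusted p = 0.0340, rho 0.63) and r = -0.81 with RYGB HFD (permutation p = 6.45e-05, rho -0.75). PC3 held 11.1% of the variance. Its r was -0.49 with RYGB Chow (permutation p = 0.0266, adjusted p = 0.133, rho -0.45) and 0.42 with RYGB HFD (permutation p = 0.0615, adjusted p = 0.185, rho 0.43). Without RYGB Chow replicate 3, the r of PC3 with RYGB Chow was -0.12, the largest change among the alternatives, while for PC1 with Sham HFD it stayed between 0.91 and 0.97.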

Other PCs showed weaker or non-significant correlations. These relationships highlight the distinct contributions of diet and body phenotype to the overall variance in gene expression, underscoring the complementary roles of PCA and t-SNE in delineating transcriptional changes across experimental conditions.

These findings dovetail with observations from the previous study of these mice [5], in which RYGB improved NAFLD-related features under chow and, to a lesser extent, under HFD. RYGB Chow mice showed marked resolution of steatosis and inflammation, whereas RYGB HFD exhibited milder improvements. Elevated fibrosis scores and lobular inflammation persisted in the RYGB HFD group, suggesting some ongoing hepatic stress, despite metabolic improvements attributable to the surgical procedure. Such exploratory analyses confirmed that the dataset was well-suited for in-depth differential expression and pathway-level investigations.

### 4.2. RYGB-Driven Hepatic Transcriptomic Remodeling: Enhanced Extracellular/Adipogenesis Pathways and Reduced Metabolic Activity

Our RNA-seq analysis identified 365 genes (136 upregulated, 229 downregulated; Supplementary Figure S4A) that were significantly altered by RYGB when compared to sham controls under both dietary conditions.

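At an unadjusted p-value under 0.05 in both surgery contrasts with the same direction, 350 genes were called here, 138 higher and 212 lower after RYGB. If the contrasts were independent, 204.1 genes would share a direction. A further 129 genes changed in opposite directions on the diets, where independence gives 202.6. Of the 350 genes, 225 had an adjusted p-value under 0.05 in Sham HFD vs. RYGB HFD, 3 in Sham Chow vs. RYGB Chow, and 2 in both. Requiring an adjusted p-value under 0.05 in each contrast, the alternative that moved the set most, therefore left 2 genes, 1 higher and 1 lower. In 19 of the 350 genes all 5 RYGB mice lay beyond all 5 sham mice on both diets. Of these, *Gas2* (ENSMUSG00000030498, chromosome 7 from 51862015 to 51994975) fell from 71.9 ± 2.52 CPM (mean ± SD, n = 5) in Sham Chow to 55.8 ± 8.00 in RYGB Chow, a log2 fold change of -0.37 (standard error 0.10, adjusted p = 0.171), and from 67.3 ± 2.45 in Sham HFD to 44.9 ± 6.78 in RYGB HFD (-0.58, standard error 0.10, adjusted p = 3.02e-04). *Slc37a1* (ENSMUSG00000024036, chromosome 17 from 31286792 to 31350739) rose from 2.62 ± 0.825 to 5.12 ± 1.41 CPM on chow (0.96, standard error 0.28, adjusted p = 0.227) and from 3.24 ± 1.37 to 9.99 ± 2.30 on HFD (1.62, standard error 0.27, adjusted p = 3.67e-04), with RYGB HFD replicate 1 apart from its group at 6.04.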

From this larger pool, subsets of 25 genes were prioritized based on robust *p*-value (Figure 2A) and fold change (Figure 2B, see Methods), capturing the most pronounced surgery-driven transcriptional shifts under chow or HFD. 

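Surgery labels were exchanged here within each diet, in 50 splits (the real one included) that each part the mice sharing a replicate number, as the real split does, and edgeR was refitted each time. The real split alone gave as many as 350 genes changed in the same direction on both diets. The other splits gave at most 128 and a median of 14. Splits drawn without regard to replicate numbers, 51 with the real one, gave at most 151 otherwise. Independent contrasts with the real numbers of changed genes would give 204.1, more than any of these other splits. The splits therefore do not test for an effect shared by both diets. In Sham Chow vs. RYGB Chow alone, 2 of 16 splits, the real one included, gave as many as its 1325 genes at an unadjusted p-value under 0.05.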

Using comparisons of the observed overlap with the null distribution, permutation analysis demonstrated that the actual overlap of the RYGB-induced genes significantly exceeded permutation-based expectations (*p* < 0.0002), underscoring the statistical and biological stability of these shared gene sets (Supplementary Figure S5A).

Among the RYGB-Induced genes, two pathways emerged as significantly enriched in the upregulated set (Figure 2C). 

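*Fgl1* (ENSMUSG00000031594, chromosome 8 from 41191434 to 41215156) encodes fibrinogen-like 1. It measured 142 ± 28.4 CPM (mean ± SD, n = 5) in Sham Chow and 222 ± 63.2 in RYGB Chow, a log2 fold change of 0.64 (standard error 0.19, adjusted p = 0.245), and 171 ± 19.5 in Sham HFD and 454 ± 127 in RYGB HFD, a log2 fold change of 1.41 (standard error 0.20, adjusted p = 6.18e-05). With each mouse left out in turn, these stayed within 0.48 to 0.76 and 1.30 to 1.54. Among secreted or membrane proteins, the log2 fold changes in Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD were 0.44 and 1.81 for *Inhba*, 0.45 and 0.39 for *Cd9*, 0.27 and 0.33 for *Hp*, and 0.21 and 0.84 for *Pzp*. Their adjusted p-values lay between 0.265 and 0.456 on chow. On HFD they were 6.34e-06 for *Inhba* and *Pzp*, 0.0778 for *Cd9* and 0.0780 for *Hp*. *Hp* was in the RYGB-induced set in 5 of 10 alternative settings, and *Pzp* and *Cd9* in 9. Over the text and Figure 2, the paper names 23 genes as higher after RYGB. All 23 were higher here in both contrasts, and 21 were in the set of 350.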

One, “Extracellular space” (FDR = 0.0014, Signal = 0.53), included secretory and matrix-associated factors such as *Igfbp2*, *Inhba*, *Cd9*, and *Lsr* as well as several iron metabolism genes such as *Tfrc*, *Fgl1*, *Hp*, and *Pzp*, suggesting RYGB-driven changes in tissue architecture, intercellular signaling, or possibly iron homeostasis. A second upregulated pathway, “Adipogenesis genes” (FDR = 0.0310, Signal = 0.38), contained *Socs3*, *Trib3*, and *Epas1* (*Hif2α*), all of which have been implicated in both adipocyte differentiation and hepatic adaptation.

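*Socs3* (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) measured 8.76 ± 2.19 CPM in Sham Chow, 14.0 ± 5.81 in RYGB Chow, 9.65 ± 3.18 in Sham HFD and 16.0 ± 2.18 in RYGB HFD (mean ± SD, n = 5 each). Its log2 fold change was 0.68 in Sham Chow vs. RYGB Chow (standard error 0.24, adjusted p = 0.308) and 0.74 in Sham HFD vs. RYGB HFD (standard error 0.24, adjusted p = 0.0422). *Trib3* (ENSMUSG00000032715, chromosome 2 from 152337422 to 152344032) rose by 0.35 (adjusted p = 0.468) and 0.38 (adjusted p = 0.139) on the log2 scale. Its group values were 16.4 ± 2.65, 20.9 ± 4.58, 12.7 ± 2.50 and 16.6 ± 3.84 CPM in the same order, and Sham HFD replicate 1 lay apart from its group at 8.46. *Epas1* (ENSMUSG00000024140, chromosome 17 from 86753700 to 86833410) was 0.31 (adjusted p = 0.468) and 0.79 (adjusted p = 0.00128), from 206 ± 33.0 to 256 ± 72.6 CPM on chow and from 181 ± 17.7 to 313 ± 43.3 on HFD. *Trib3* and *Epas1* had an unadjusted p-value over 0.05 in Sham Chow vs. RYGB Chow and were not in the RYGB-induced set here. *Trib3* entered it in 6 of 10 alternative settings and *Epas1* in 3, DESeq2 among them for both.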

In contrast, three pathways were downregulated after RYGB, primarily linked to mitochondrial and metabolic functions (Figure 2D). The “Mitochondrion” pathway (FDR = 0.000057, Signal = 0.58) encompassed dozens of genes including *Acad9*, *Sod2*, *Rida*, *Dglucy*, and *Prkaca* that collectively point to a shift in mitochondrial activity or oxidative stress regulation. 

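The log2 fold changes in Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD were -0.25 and -0.38 for *Acad9*, -0.22 and -0.28 for *Sod2*, -0.29 and -0.67 for *Rida*, and -0.23 and -0.27 for *Prkaca*. On HFD all 5 RYGB mice lay below all 5 sham mice for each of these 4 genes, and the adjusted p-values ran from 1.77e-05 for *Rida* to 0.0166 for *Acad9*. On chow they ran from 0.207 to 0.392. *Dglucy* (ENSMUSG00000021185, chromosome 12 from 100779057 to 100896981), which encodes a mitochondrial D-glutamate cyclase, measured 42.9 ± 5.22 CPM (mean ± SD, n = 5) in Sham Chow, 34.2 ± 3.44 in RYGB Chow, 81.6 ± 5.10 in Sham HFD and 48.2 ± 7.22 in RYGB HFD. It fell by 0.33 on the log2 scale on chow (standard error 0.10, adjusted p = 0.257) and by 0.76 on HFD (standard error 0.10, adjusted p = 3.86e-05). *Dglucy*, *Sod2*, *Rida* and *Prkaca* were in the set under all 10 alternative settings and in all 20 fits without one mouse, and *Acad9* under 8 settings and in 16 fits. Of 36 genes the paper's text and Figure 2 give as lower after RYGB, 33 were lower in both contrasts and in the set here.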

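*Asrgl1* (ENSMUSG00000024654, chromosome 19 from 9109868 to 9135636), an asparaginase gene, measured 11.9 ± 0.619 CPM (mean ± SD, n = 5) in Sham Chow, 8.09 ± 1.03 in RYGB Chow, 16.6 ± 1.31 in Sham HFD and 9.90 ± 1.24 in RYGB HFD. Its log2 fold change was -0.56 in Sham Chow vs. RYGB Chow (standard error 0.10, adjusted p = 0.0474) and -0.74 in Sham HFD vs. RYGB HFD (standard error 0.10, adjusted p = 4.80e-05), and all 5 RYGB mice lay below all 5 sham mice on each diet (exact permutation test, two-sided p = 0.00794 for each). *Cryl1* fell by 0.49 on chow (adjusted p = 0.245) and by 0.92 on HFD (adjusted p = 3.04e-04) on the log2 scale, and *Cyp2b10* by 2.31 on chow (adjusted p = 0.111). In RYGB HFD *Cyp2b10* had at most 1 count in any mouse. Taken at the floor of 3 counts, its expression was at least 10.8-fold lower there than in Sham HFD.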

Another broad metabolism term, “Metabolic pathways” (FDR = 0.0144, Signal = 0.35), included *Cryl1*, *Asrgl1*, *Chpt1*, *Dglucy*, and *Cyp2b10*, highlighting a possible drop in metabolic flux and impaired substrate utilization. 

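Among glutathione-related genes, *Gstk1* fell by 0.34 and 0.55 on the log2 scale in Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD (adjusted p = 0.281 and 0.00211), *Gstz1* by 0.26 and 0.22 (adjusted p = 0.348 and 0.156), and *Park7* by 0.21 and 0.24 (adjusted p = 0.458 and 0.101). *Gstk1* was in the RYGB-induced set in all 20 fits without one mouse, *Gstz1* in 10 and *Park7* in 4. Of the 22 tested genes of the glutathione S-transferase family, 18 were lower in RYGB mice in each contrast, 0 at an adjusted p-value under 0.05 on chow (3 at an unadjusted one) and 12 on HFD. Adjusted over the family alone, 13 were lower on HFD.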

Additionally, the “Glutathione metabolic process” (FDR = 0.0497, Signal = 0.34) included *Gstk1*, *Gstz1*, and *Park7*, suggesting that hepatic antioxidant demands might lessen in response to RYGB. Of note, several of these downregulated genes ranked among the top 25 DEGs by both fold change and *p*-value (e.g., *Rida*, *Chpt1*, *Cryl1*, and Asrgl1), whereas *Dglucy* and *Cyp2b10* were top 25 DEGs by *p*-value alone, underscoring their potential importance in RYGB-induced metabolic remodeling.

Within the downregulated genes, key regulators of lipid metabolism were also noted, including *ApoC3*, *ApoC1*, *ApoA2*, *ApoA5*, and *Angptl3*. These genes are involved in triglyceride-rich lipoprotein production, clearance, and lipolysis regulation. 

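*Apoc3* (ENSMUSG00000032081, chromosome 9 from 46232933 to 46235636) measured 1548 ± 199 CPM (mean ± SD, n = 5) in Sham Chow and 1068 ± 185 in RYGB Chow, a log2 fold change of -0.54 (standard error 0.11, adjusted p = 0.0713), and 1619 ± 41.6 in Sham HFD and 1042 ± 106 in RYGB HFD (-0.64, standard error 0.11, adjusted p = 4.73e-04). Without one mouse at a time, the change on chow ran from -0.62 to -0.45. *Apoa5* (ENSMUSG00000032079, chromosome 9 from 46268633 to 46271919) went from 1215 ± 187 to 830 ± 291 CPM on chow and from 903 ± 68.7 to 612 ± 126 on HFD, log2 fold changes of -0.55 (adjusted p = 0.265) and -0.56 (adjusted p = 0.0322). The changes of *Apoc1* were -0.35 (adjusted p = 0.321) and -0.36 (adjusted p = 0.0624), and for *Apoa2*, the most abundant of the 4 at 5777 ± 801 CPM in Sham Chow, -0.22 (adjusted p = 0.441) and -0.24 (adjusted p = 0.102). All but *Apoa2*, which was in the RYGB-induced set in 6 of the 10 settings that keep its definition, stayed in it under all 10.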

While pathways specifically linked to lipid metabolism or lipolysis did not show significant enrichment, their consistent downregulation suggests a coordinated shift in lipid metabolism, contributing to the triglyceride-lowering effects observed after RYGB [38].

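*Tfrc* (ENSMUSG00000022797, chromosome 16 from 32608920 to 32632794) encodes the transferrin receptor. It measured 15.1 ± 3.60 CPM (mean ± SD, n = 5) in Sham Chow and 41.3 ± 12.4 in RYGB Chow, a log2 fold change of 1.44 (standard error 0.32, adjusted p = 0.0970), and 14.7 ± 1.21 in Sham HFD and 72.0 ± 34.1 in RYGB HFD (2.30, standard error 0.32, adjusted p = 6.29e-05). All 5 RYGB mice lay above all 5 sham mice on each diet, although RYGB Chow replicate 5, at 20.7, and RYGB HFD replicate 2, at 18.0, lay near the sham range. *Slc11a2* (ENSMUSG00000023030, chromosome 15 from 100387898 to 100425072), which encodes the iron transporter DMT1, rose from 33.0 ± 4.72 to 47.3 ± 6.10 CPM on chow (0.52, standard error 0.14, adjusted p = 0.173) and from 33.8 ± 4.45 to 57.5 ± 12.1 on HFD (0.77, standard error 0.14, adjusted p = 6.60e-04). The expression of *Hamp* in Sham HFD was 327 ± 88.9 CPM and in RYGB HFD 0.185 ± 0.192, where RYGB HFD replicate 2 had 0.521 and the other mice at most 0.163. Its log2 fold change in Sham HFD vs. RYGB HFD was -10.66 (standard error 1.65, adjusted p = 1.66e-04) and stayed within -11.54 to -10.45 without one mouse at a time.

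**Figure D1:**
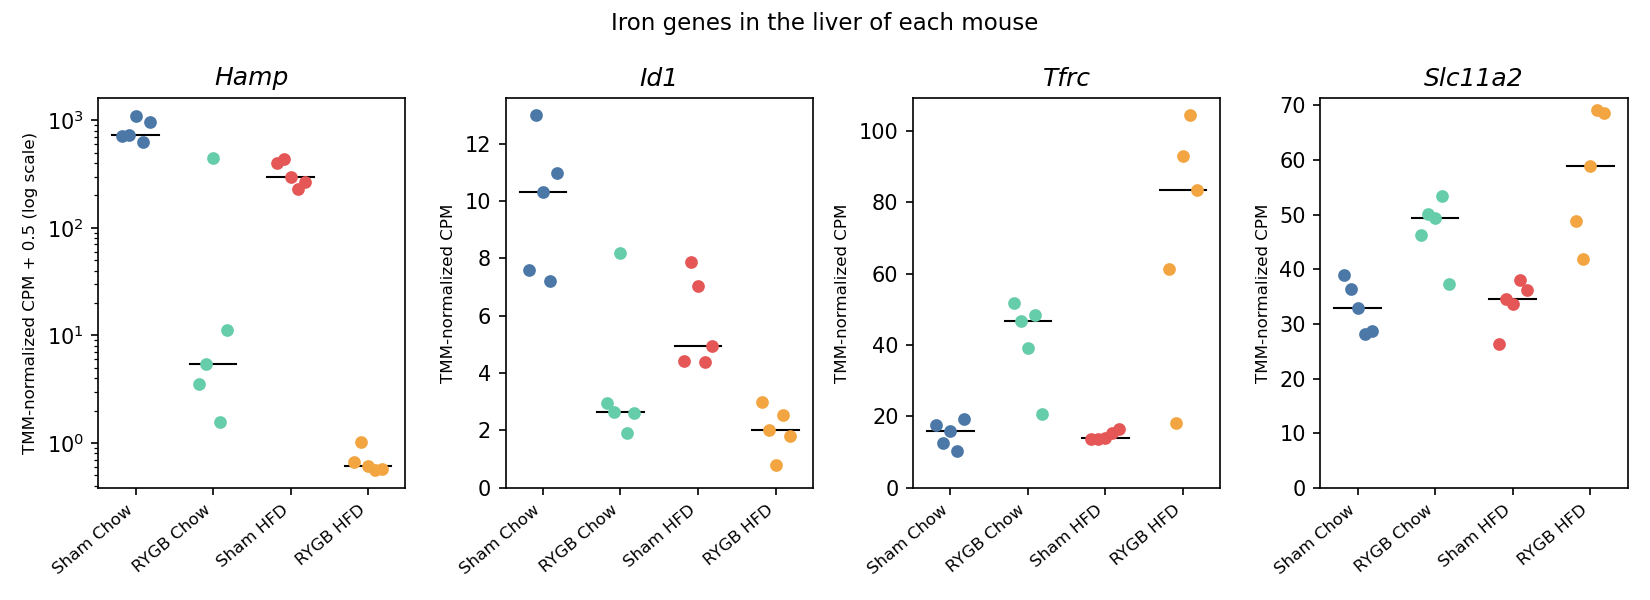
Normalized expression (CPM) of *Hamp*, *Id1*, *Tfrc* and *Slc11a2* in each of the 20 mice by group, with the group median as a line. The axis of *Hamp* is logarithmic, with 0.5 added to each CPM. In *Hamp*, RYGB Chow replicate 3 sits at 447 and the other RYGB Chow mice at 10.8 or below.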

Overall, these transcriptomic shifts resonate with phenotypic changes documented in these RYGB mice, including reduced plasma TG and LDL levels and consistent modulation of iron-related genes like *Tfrc*, *Slc11a2* (*Dmt1*), *Hamp*, aligning with known iron deficiency patterns observed after RYGB [39] and in the previous study of these mice [5]. Moreover, although Sham Chow alone was sufficient to normalize many NAFLD features, the additional enrichment of mitochondrial and “adipogenesis”-related transcripts in RYGB mice suggests an extra layer of hepatic adaptation under challenging dietary conditions.

### 4.3. Counteracting Obesity-Linked Dysregulation: RYGB-Mediated Reversal of DIO-Associated Gene Signatures

After identifying 365 RYGB-induced genes, we next focused on a subset that specifically countered classical diet-induced obesity (DIO) signatures. This approach yielded 119 (43 upregulated, 76 downregulated; Supplementary Figure S4B) “Reversal” genes, i.e., those regulated in the opposite direction compared to the Sham Chow vs. Sham HFD contrast. 

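By the same definition, 110 of the RYGB-induced genes here had an unadjusted p-value under 0.05 in Sham Chow vs. Sham HFD in the opposite direction, 43 higher and 67 lower after RYGB, against 24 in the same direction. An adjusted p-value under 0.05 was reached by 91 of them in Sham HFD vs. RYGB HFD, by 68 in Sham Chow vs. Sham HFD, by 62 in both, and by 1 in Sham Chow vs. RYGB Chow. Requiring it in all 3 contrasts, the alternative that moved the set most, left 1 gene, which was lower. The Sham HFD mice enter 2 of the contrasts. In 4 of the 110 genes, *Asrgl1*, *Dvl1*, *Mogat1* and *Trmt1*, the groups did not overlap in any of the 3 contrasts. *Mogat1* (ENSMUSG00000012187, chromosome 1 from 78510991 to 78538173) encodes a monoacylglycerol acyltransferase and measured 1.25 ± 0.393 CPM (mean ± SD, n = 5) in Sham Chow, 0.313 ± 0.240 in RYGB Chow, 8.42 ± 1.85 in Sham HFD and 0.567 ± 0.736 in RYGB HFD. Its log2 fold changes were 2.75 in Sham Chow vs. Sham HFD (standard error 0.53, adjusted p = 0.00116), -3.86 in Sham HFD vs. RYGB HFD (standard error 0.59, adjusted p = 1.39e-04) and -1.98 in Sham Chow vs. RYGB Chow (adjusted p = 0.285). *Trmt1* (ENSMUSG00000001909, chromosome 8 from 84686307 to 84699808) measured 32.8 ± 1.64, 37.1 ± 1.52, 22.9 ± 1.54 and 32.7 ± 2.45 CPM in the same order, with changes of -0.52 (adjusted p = 2.32e-05), 0.51 (adjusted p = 2.85e-05) and 0.18 (adjusted p = 0.308).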

By singling out genes that RYGB appears to reverse, we gain clearer insights into the surgery’s unique capacity to override or negate obesity-associated dysregulation, beyond what diet alone can achieve.

Although we did not observe direct pathway enrichments in this Reversal subset alone (likely due to its moderate size) we contextualized these genes within the broader RYGB-Induced transcriptome. “Top 25” Reversal heatmaps were created based on robust *p*-values (Figure 3A) and fold changes (Figure 3B) across all three comparisons, demonstrating expression patterns distinct from straightforward calorie restriction, i.e., Sham Chow.

To gauge the functional significance of the Reversal subset, we quantified its overlap within each RYGB-Induced pathway. These 119 genes accounted for approximately 27% of the five pathways identified in the RYGB-Induced transcriptional changes (Figure 3C). Eight genes (Figure 3D) appeared in one or both of the “Top 25” Reversal heatmaps, with *Igfbp2*, *Serpina11*, *Dglucy*, *Acss3*, *Asrgl1*, and *Prps2* present in both, and were part of the 27% mentioned above, highlighting their consistent and substantial transcriptional changes. 

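*Igfbp2* (ENSMUSG00000039323, chromosome 1 from 72824503 to 72852474) measured 604 ± 159 CPM (mean ± SD, n = 5) in Sham Chow, 934 ± 261 in RYGB Chow, 166 ± 32.5 in Sham HFD and 1139 ± 368 in RYGB HFD. The log2 fold changes were 0.63 in Sham Chow vs. RYGB Chow (standard error 0.23, adjusted p = 0.308), 2.78 in Sham HFD vs. RYGB HFD (standard error 0.24, adjusted p = 5.07e-07) and -1.86 in Sham Chow vs. Sham HFD (standard error 0.23, adjusted p = 2.06e-05). *Serpina11* (ENSMUSG00000063232, chromosome 12 from 103980243 to 103989957) was 27.7 ± 4.97, 36.0 ± 4.88, 20.0 ± 2.08 and 45.3 ± 5.68 CPM in the same order, changes of 0.38 (adjusted p = 0.257), 1.18 (adjusted p = 3.16e-06) and -0.47 (adjusted p = 0.00924) in those contrasts. *Acss3* (ENSMUSG00000035948, chromosome 10 from 106933517 to 107123668) fell by 0.53 after RYGB on chow (adjusted p = 0.356) and by 1.63 on HFD (adjusted p = 2.88e-05) on the log2 scale and rose by 1.14 with HFD in sham mice (adjusted p = 7.05e-04). For *Prps2* (ENSMUSG00000025742, chromosome X from 167346322 to 167382749) the values were -0.36 (adjusted p = 0.281), -0.68 (adjusted p = 5.66e-04) and 0.42 (adjusted p = 0.0162). For each of these 4 genes and *Asrgl1*, all 5 RYGB HFD mice lay on the Sham Chow side of all 5 Sham HFD mice. In the diet contrast of sham mice, the change of *Asrgl1* was 0.47 (adjusted p = 0.00239).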

Notably, *Igfbp2* and *Serpina11* were associated with pathways such as ‘Extracellular space’ in the broader RYGB-Induced analysis, suggesting potential roles in reshaping extracellular or signaling environments to reverse obesity-linked liver perturbations.

Lastly, we compared gene abundance with PubMed “hits” metrics for the individual categories “obesity,” “liver,” “RYGB,” “NAFLD,” and “Iron” (Supplementary Figure S6A–E) and then examined an aggregated metric across all categories (Supplementary Figure S6F). Including abundance as an axis allows us to identify genes that are not only potentially novel but also highly expressed, making them more accessible for experimental study and manipulation. This analysis helps distinguish heavily studied genes from more obscure regulators. These Reversal transcripts represent high-priority candidates for understanding how RYGB mechanistically counteracts obesity-associated liver dysregulation.

### 4.4. High-Fat Diet-Driven Hepatic Transcriptomic Reprogramming: Amplified Stress Response and Repressed Protein Synthesis

To disentangle the influence of HF feeding from that of surgery, we applied a strategy like the one used in identifying RYGB-mediated effects. 

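With an unadjusted p-value under 0.05 in both diet contrasts and the same direction, 848 genes were called here, 399 higher and 449 lower on HFD. Independent contrasts would give 412.5 genes in the same direction and 412.6 in opposite directions, where 165 were found. Of the 848 genes, 592 had an adjusted p-value under 0.05 in Sham Chow vs. Sham HFD, 203 in RYGB Chow vs. RYGB HFD and 145 in both. Requiring it in each contrast, the alternative that moved the set most, thus left 145 genes, 81 higher and 64 lower. The change was smaller in RYGB mice in 548 genes, but it differed between sham and RYGB mice at an adjusted p-value under 0.05 in the test of the surgery by diet interaction in 33. In 128 genes all 5 HFD mice lay beyond all 5 chow mice under both surgeries. *Ces2a* (ENSMUSG00000055730, chromosome 8 from 104734003 to 104741634), a carboxylesterase gene among these, measured 519 ± 32.7 CPM (mean ± SD, n = 5) in Sham Chow, 105 ± 10.8 in Sham HFD, 488 ± 131 in RYGB Chow and 149 ± 13.5 in RYGB HFD. It fell by 2.31 on the log2 scale in sham mice (standard error 0.15, adjusted p = 6.61e-09) and by 1.71 in RYGB mice (standard error 0.15, adjusted p = 9.61e-07), with RYGB Chow replicate 3 lowest in its group at 270. *Adam11* (ENSMUSG00000020926, chromosome 11 from 102761439 to 102780262) fell from 19.3 ± 6.43 to 4.92 ± 0.418 CPM in sham mice and from 22.2 ± 6.32 to 7.69 ± 1.69 in RYGB mice, log2 fold changes of -1.98 (adjusted p = 6.80e-06) and -1.52 (adjusted p = 4.27e-04).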

Specifically, we merged significant genes from Sham Chow vs. Sham HFD and RYGB Chow vs. RYGB HFD, defining a set of 860 HFD-Induced genes (403 upregulated, 457 downregulated; Supplementary Figure S4C). This step isolated genes reliably regulated by HF intake regardless of surgical alteration. As before, permutation analysis demonstrated that the actual overlap of the HFD-induced genes significantly exceeded permutation-based expectations (*p* < 0.0001, Supplementary Figure S5B) and highlights the statistical and biological rigor of these shared gene sets. 

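Diet labels were exchanged within each surgery here in 50 splits, the real one included, that part the mice sharing a replicate number. None of the other splits reached the real overlap of the diet contrasts. They gave at most 104 genes and a median of 17, and splits drawn without that restriction at most 85. Independent contrasts would give 412.5, also above these splits, so the splits do not test for a diet effect shared by both surgeries.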

As with previous analyses, subsets of 25 genes were prioritized based on robust *p*-values (Figure 4A) and fold changes (Figure 4B), capturing the most pronounced HFD-driven transcriptional shifts under sham or RYGB.

Enrichment analyses identified 3 upregulated and 34 downregulated pathways in our dataset. In particular, pathways linked to cellular structure or environmental stress responses were strongly induced by HFD (Figure 4C). For instance, “Response to external stimulus” (FDR = 0.0015, Signal = 0.45) and “Intrinsic component of plasma membrane” (FDR = 0.0043, Signal = 0.44) reflect a potent transcriptional activation of cell-surface remodeling and stress-response networks. 

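*Stap1* (ENSMUSG00000029254, chromosome 5 from 86071746 to 86106125), a signaling adaptor gene, rose from 1.42 ± 0.789 CPM (mean ± SD, n = 5) in Sham Chow to 12.6 ± 1.49 in Sham HFD and from 1.65 ± 0.832 in RYGB Chow to 6.54 ± 2.42 in RYGB HFD. Its log2 fold changes were 3.18 (standard error 0.33, adjusted p = 3.71e-06) and 1.99 (standard error 0.33, adjusted p = 0.00133). *Wdfy4* (ENSMUSG00000051506, chromosome 14 from 32959547 to 33185508) went from 3.87 ± 1.07 to 10.3 ± 2.12 CPM in sham mice (1.40, adjusted p = 1.77e-04) and from 4.84 ± 1.71 to 11.0 ± 1.47 in RYGB mice (1.18, adjusted p = 0.00373). For *Fbxl21* (ENSMUSG00000035509, chromosome 13 from 56522472 to 56537898) the changes were 1.26 (adjusted p = 1.49e-04) and 0.87 (adjusted p = 0.0171), and for *Jak3* (ENSMUSG00000031805, chromosome 8 from 71676296 to 71690575) 0.74 (adjusted p = 3.14e-04) and 0.66 (adjusted p = 0.00410), with Sham Chow means of 3.91 ± 1.27 and 14.4 ± 1.93 CPM. In all 4 genes every HFD mouse lay above every chow mouse under both surgeries, and each was in the HFD-induced set under all 10 settings and in all 20 fits without one mouse. The changes did not differ between sham and RYGB mice at an adjusted p-value under 0.05, the smallest interaction p-value being that of *Stap1* (adjusted p = 0.140).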

Despite their similar enrichment signals, these pathways differ in the magnitude of gene-level changes: “Response to external stimulus” includes four of our Top 25 upregulated genes (*Wdfy4*, *Stap1*, *Fbxl21*, and *Jak3*), suggesting a more focused immune or stress-related activation, whereas “Intrinsic component of plasma membrane” contributes fewer high-magnitude shifts spread across a larger set of moderate changes.

Conversely, HFD significantly downregulated pathways associated with translation, ribosome assembly, and protein synthesis (Figure 4D). 

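The STRING terms were not used here, and a list of ribosomal protein genes fixed by symbol stands in for them. Of its 81 tested genes, 44 were among the 449 lower HFD-induced genes, where 2.96 would be by chance (Fisher's exact test, two-sided, p = 3.30e-42, adjusted p = 2.97e-41 over 9 tests of gene families, odds ratio 34.6, background all tested genes). All 81 were lower in Sham Chow vs. Sham HFD, with log2 fold changes from -1.31 to -0.26 and a median of -0.65. At an adjusted p-value under 0.05, 76 were lower, and 79 when adjusted over the list alone. With HFD in RYGB mice the median was -0.25 and 78 were lower, 1 at an adjusted p-value under 0.05 and 25 when adjusted over the list alone, with 44 at an unadjusted p-value under 0.05. The interaction median was 0.41, and 15 genes had an adjusted p-value under 0.05 in it, all 15 falling less in RYGB mice (54 over the list alone). Requiring an adjusted p-value under 0.05 in each diet contrast, the alternative that moved the count in the set most, left 1 gene. Library size only in place of TMM shifted the median of all genes in Sham Chow vs. Sham HFD to 0.12, and the median of the ribosomal protein genes was then -0.52 in that contrast and -0.25 in RYGB mice.

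**Figure D2:**
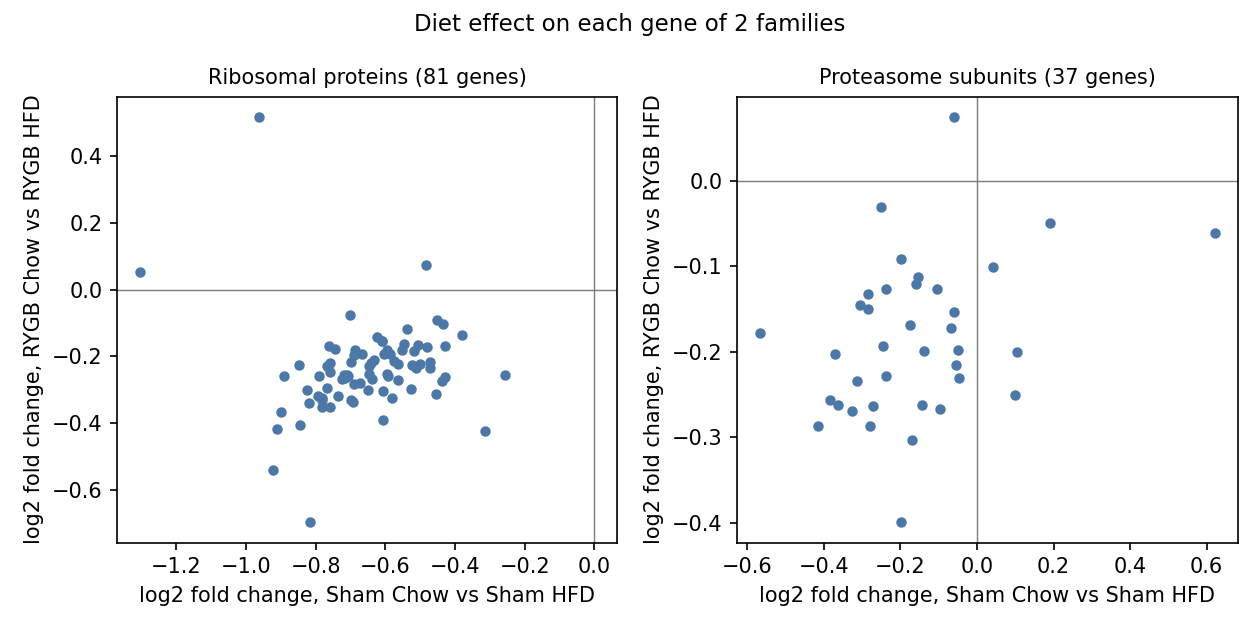
Log2 fold change of each of 81 ribosomal protein genes and 37 proteasome genes in Sham Chow vs. Sham HFD (x axis) against RYGB Chow vs. RYGB HFD (y axis). The ribosomal protein genes lie at or left of -0.26 on the x axis, with library size only in place of TMM their median there is -0.52, and 78 of 81 lie below 0 on the y axis.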

Among the top hits, multiple pathways; “SRP-dependent cotranslational protein targeting to membrane,” “Polysomal ribosome,” “Ribosomal large subunit biogenesis,” “Ribosome assembly,” and “Ribosome biogenesis”, showed strong signals and very low FDR values, collectively indicating broad repression of ribosomal function and translational machinery. Beyond translation, other suppressed terms included “Proteasome” and “Xenobiotic metabolic process,” suggesting that HFD can dampen both protein turnover and hepatic compound handling. These HFD-Induced gene-level alterations correlate with phenotypic outcomes we observed under HF feeding: persistent lobular inflammation, elevated liver glycogen, hyperglycemia, dyslipidemia, and NAFLD [5].

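Of 37 tested proteasome genes, 13 were among the lower HFD-induced genes, where 1.35 would be by chance (Fisher's exact test, two-sided, p = 2.78e-10, adjusted p = 1.23e-09, odds ratio 14.7). Their median log2 fold change was -0.18 in Sham Chow vs. Sham HFD, with 14 genes lower at an adjusted p-value under 0.05 (15 when adjusted over the list alone), and -0.20 in RYGB Chow vs. RYGB HFD, with 2 lower (15 over the list alone). With library size only, the median was -0.05 in sham mice and -0.21 in RYGB mice. Requiring an adjusted p-value under 0.05 in both contrasts left 0 proteasome genes. Among 38 tested *Cyp2* and *Cyp3* genes, 13 were in the lower HFD-induced set (expected 1.39, Fisher's exact test, two-sided, p = 4.09e-10, adjusted p = 1.23e-09). With HFD in sham mice, 18 of them were lower and 7 higher at an adjusted p-value under 0.05 (20 and 7 over the list alone), and in RYGB mice 9 were lower and 0 higher, with 1 higher at an unadjusted p-value (14 and 1 over the list alone). Of 22 glutathione S-transferase genes, 7 were in the lower set (expected 0.804, Fisher's exact test, two-sided, p = 8.78e-06, adjusted p = 1.32e-05). Their median log2 fold change was -0.24 in sham mice and -0.73 in RYGB mice. At an adjusted p-value under 0.05, 8 and 11 were lower, and 9 and 14 over the list alone. In sham mice 10 of the 22 were higher with HFD, 1 at an adjusted p-value under 0.05 (2 over the list alone). In RYGB mice 3 were higher, 0 at an adjusted p-value under 0.05.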

Beyond single-pathway enrichment, a few downregulated genes that ranked highly by both fold change and *p*-value appeared across multiple annotations. For instance, *Cyp2c29*, *Cyp3a11*, *Gsta2*, and others each mapped to at least four functional categories, including “Chemical carcinogenesis,” “Drug metabolism—other enzymes,” and “Xenobiotic metabolic process.” This highlights a core cluster of detoxification enzymes that are strongly repressed under HF feeding, suggesting a broad hepatic vulnerability to xenobiotic and oxidative stress. 

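*Cyp3a11* (ENSMUSG00000056035, chromosome 5 from 145854426 to 145879964) measured 5397 ± 316 CPM (mean ± SD, n = 5) in Sham Chow and 799 ± 196 in Sham HFD, a log2 fold change of -2.76 (standard error 0.21, adjusted p = 5.33e-08), and 6124 ± 1472 in RYGB Chow and 480 ± 151 in RYGB HFD, a change of -3.67 (standard error 0.22, adjusted p = 2.06e-09). With each mouse left out in turn, the changes stayed within -2.86 to -2.63 and -3.88 to -3.57. *Cyp2c29* (ENSMUSG00000003053, chromosome 19 from 39269405 to 39330713) fell from 1625 ± 186 to 567 ± 126 CPM in sham mice (-1.52, standard error 0.21, adjusted p = 4.34e-05) and from 1721 ± 516 to 511 ± 120 in RYGB mice (-1.75, standard error 0.21, adjusted p = 4.47e-05). In this gene Sham Chow replicate 1 lay above its group at 1951 and RYGB Chow replicate 3 below its group at 877. *Gsta2* (ENSMUSG00000057933, chromosome 9 from 78331018 to 78355788) was 59.9 ± 8.89 CPM in Sham Chow, 19.9 ± 5.21 in Sham HFD, 41.4 ± 14.7 in RYGB Chow and 8.59 ± 2.05 in RYGB HFD, changes of -1.59 (adjusted p = 4.96e-05) and -2.27 (adjusted p = 8.23e-06). All 5 HFD mice lay below all 5 chow mice in each of these comparisons. In the interaction test the 3 genes had adjusted p-values of 0.0611 for *Cyp3a11*, 0.692 for *Cyp2c29* and 0.218 for *Gsta2*.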

Additionally, although ‘Eicosanoid metabolism via cytochrome P450 monooxygenases’ did not place in the top 10 by signal, 60% of its observed genes (3 out of 5, for instance) are in the top 25 downregulated heatmaps, suggesting a high-intensity shift within this narrower function, one that might be overlooked if we only relied on broad or high-signal categories.

Lastly, to explore potential misattribution of HFD-induced genes to obesity in the literature, we conducted an exploratory analysis of PubMed associations for these genes under “HFD” and “obesity” contexts. As expected, there was significant overlap between the two categories, with 318 shared genes, 232 exclusive to obesity, 17 exclusive to HFD (Figure 4E) and 292 with no hits within either category. This pronounced obesity-exclusive bias aligns with the broader pattern observed across the shared genes, which also exhibited a strong weighting toward obesity-related publications (Figure 4F).

### 4.5. Residual High-Fat Burden in RYGB: Coagulatory Strain, Inflammatory Pressure, and Impaired Detoxification

To isolate those diet-driven changes that manifest exclusively in RYGB mice—i.e., an additional layer beyond the ‘core’ HFD-induced effects—we excluded genes commonly regulated by HF feeding (HFD-Induced) from the RYGB Chow vs. RYGB HFD comparison, yielding a final set of 426 genes (229 upregulated, 197 downregulated; Supplementary Figure S4D). This resulting subset highlights how a HFD further reconfigures the hepatic transcriptome when coupled with RYGB-induced anatomical and physiological remodeling. 

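With HFD-induced genes removed from RYGB Chow vs. RYGB HFD and an adjusted p-value under 0.05, 245 genes were called here, 135 higher and 110 lower in RYGB HFD. DESeq2 in place of edgeR gave 426 (229 and 197), the highest count among the alternatives, and also requiring an adjusted p-value under 0.05 in the surgery by diet interaction gave 91 (50 and 41), the lowest. Over the 245 genes, the diet effect differed between sham and RYGB mice in these 91 (37.1%), and in 176 (71.8%) at an unadjusted p-value under 0.05. In Sham Chow vs. Sham HFD, 140 of the 245 changed in the same direction as in RYGB mice and 105 in the opposite one, 20 of the latter at an adjusted p-value under 0.05. *Me1* (ENSMUSG00000032418, chromosome 9 from 86581371 to 86695953), which encodes malic enzyme, measured 304 ± 76.8 CPM (mean ± SD, n = 5) in Sham Chow, 359 ± 76.4 in Sham HFD, 271 ± 75.5 in RYGB Chow and 86.8 ± 16.8 in RYGB HFD, a log2 fold change of -1.64 in RYGB mice (standard error 0.20, adjusted p = 6.49e-05) and 0.24 in sham mice (adjusted p = 0.397, interaction adjusted p = 7.72e-04). *Abcc3* (ENSMUSG00000020865, chromosome 11 from 94343295 to 94392997) fell from 369 ± 63.5 to 190 ± 35.6 CPM in RYGB mice (-0.96, standard error 0.13, adjusted p = 2.41e-04), with RYGB Chow replicate 3 below its group at 261, and *Rnd2* (ENSMUSG00000001313, chromosome 11 from 101464999 to 101471853) from 13.0 ± 2.33 to 5.98 ± 1.26 (-1.11, standard error 0.16, adjusted p = 3.15e-04). From the genes that remain after the HFD-induced ones are excluded, the paper states that HFD reconfigures the hepatic transcriptome further when it is combined with the remodeling caused by RYGB.

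**Figure D3:**
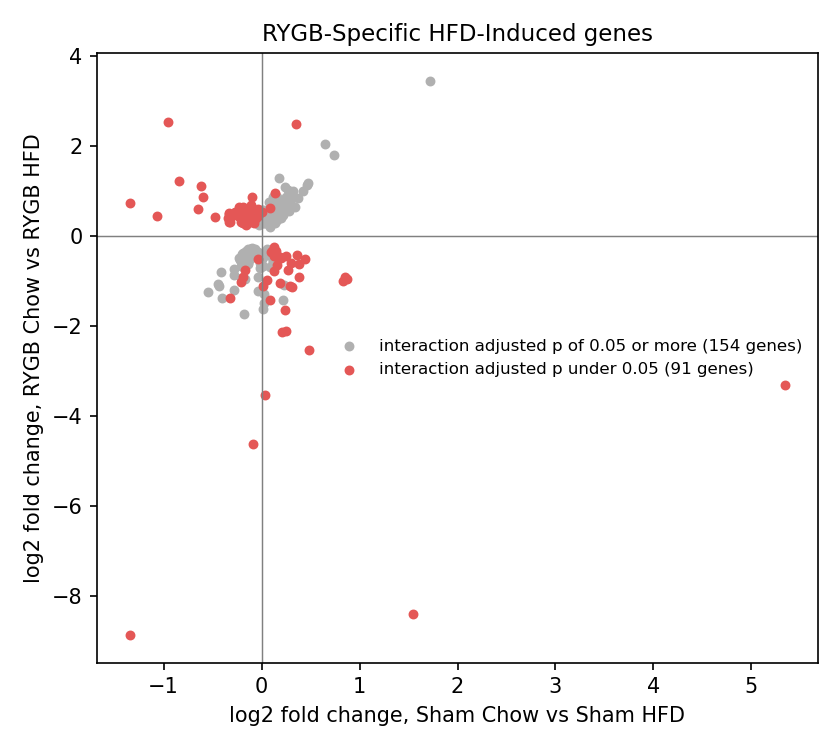
Log2 fold change of each of the 245 RYGB-specific HFD-induced genes in Sham Chow vs. Sham HFD (x axis) against RYGB Chow vs. RYGB HFD (y axis). The 91 genes with an adjusted p-value under 0.05 in the surgery by diet interaction test are marked apart from the other 154.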

As with previous gene sets, subsets of 25 genes were prioritized based on robust *p*-values (Figure 5A) and fold changes (Figure 5B), capturing the most pronounced HFD-driven transcriptional shifts under RYGB.

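A list of 62 tested complement and coagulation genes and one of 21 cholesterol biosynthesis genes, both fixed by symbol, were set against the 135 higher RYGB-specific HFD-induced genes. Of the complement and coagulation genes, 9 were in the set, among them *C3*, *Fga*, *Fgb* and *Fgg*, where 0.681 would be by chance (Fisher's exact test, two-sided, p = 2.21e-08, adjusted p = 4.97e-08, odds ratio 16.3). Over all 62 genes the median log2 fold change in RYGB Chow vs. RYGB HFD was 0.16, with 13 higher and 0 lower at an adjusted p-value under 0.05 (0 lower also at an unadjusted one, and 20 higher over the list alone). In Sham Chow vs. Sham HFD the median was -0.15, and -0.02 with library size only, and 21 were lower and 9 higher (26 and 17 over the list alone). Of the cholesterol biosynthesis genes, 2 were in the set (*Hmgcs1* and *Idi1*, expected 0.231, Fisher's exact test, two-sided, p = 0.0220, adjusted p = 0.0247). DESeq2 gave 7 of them, and 13 of the complement and coagulation genes, the highest counts among the alternatives. The lowest counts among the other settings were 1 and 3. Over the 20 fits without one mouse, the counts ran from 0 to 4 for cholesterol biosynthesis and from 2 to 11 for complement and coagulation. With HFD in RYGB mice 20 of the 21 cholesterol biosynthesis genes were higher, with a median of 0.72, 2 at an adjusted p-value under 0.05 and 14 over the list alone. The interaction was positive in all 21, with a median of 0.96, and 4 passed adjustment over all genes and 15 over the list alone.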

In total, 15 upregulated pathways were identified in this analysis, including “Complement and coagulation cascades” (FDR = 1.89 × 10^−10^, signal = 1.95) and “Cholesterol biosynthesis” (FDR = 1.85 × 10^−5^, signal = 1.21), suggesting that HF feeding imposes additional demands on lipid processing and hemostasis even in the post-RYGB state (Figure 5C). Genes such as *Fga*, *Fgb*, and *Fgg* (coding for fibrinogen subunits), along with complement factors like *C3*, *C8a*, and *Cd46*, rose, indicating potential hepatic inflammation or coagulatory strain. 

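*Fga* (ENSMUSG00000028001, chromosome 3 from 83026076 to 83033627) measured 3759 ± 417 CPM (mean ± SD, n = 5) in RYGB Chow and 4971 ± 537 in RYGB HFD, a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.0321), and 3878 ± 465 in Sham Chow and 3106 ± 342 in Sham HFD. *Fgb* (ENSMUSG00000033831, chromosome 3 from 83040141 to 83049863) rose from 3662 ± 396 to 5253 ± 336 (0.52, standard error 0.09, adjusted p = 0.00365) and *Fgg* (ENSMUSG00000033860, chromosome 3 from 83007724 to 83015049) from 2752 ± 355 to 3862 ± 331 (0.49, standard error 0.10, adjusted p = 0.00862). In Sham HFD, replicate 2 lay above the other 4 mice for *Fga*, at 3698, and for *Fgg*, at 2712. *C3* (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136) rose from 7129 ± 1072 to 9648 ± 1154 (0.44, standard error 0.11, adjusted p = 0.0256) and *C8a* (ENSMUSG00000035031, chromosome 4 from 104815679 to 104876398) from 771 ± 91.0 to 1052 ± 67.3 (0.45, standard error 0.12, adjusted p = 0.0355), with RYGB HFD replicate 3 above its group at 1169. With HFD in sham mice these 5 genes fell by 0.32 for *Fga*, 0.34 for *Fgb*, 0.33 for *Fgg*, 0.47 for *C3* and 1.07 for *C8a* on the log2 scale. *Cd46* rose by 0.88 in RYGB mice (adjusted p = 0.0714) and was in the RYGB-specific set with DESeq2 but not here. *Fga* was in it in 13 of the 20 fits without one mouse, *C3* in 15 and *C8a* in 13, and *Fgb* and *Fgg* in all 20.

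**Figure D4:**
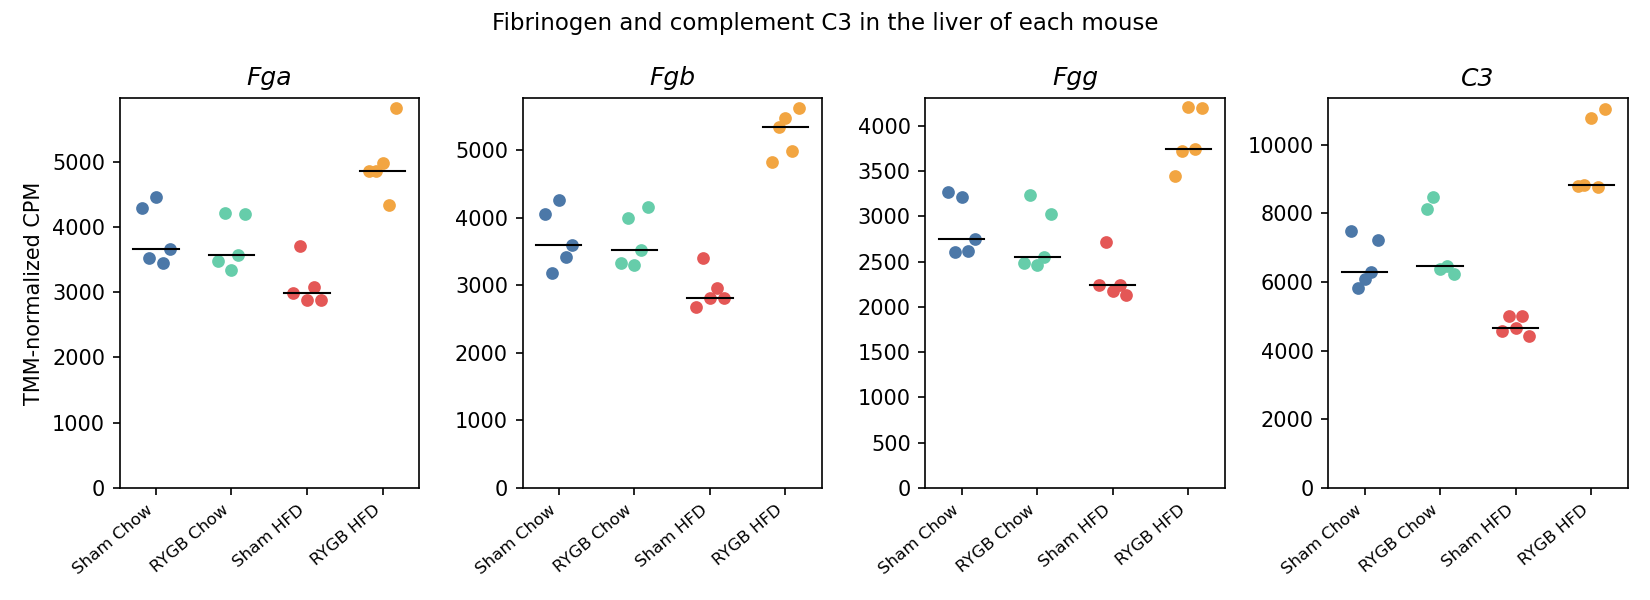
Normalized expression (CPM) of *Fga*, *Fgb*, *Fgg* and *C3* in each of the 20 mice by group, with the group median as a line. In each panel the 5 RYGB HFD mice lie above all 5 RYGB Chow and all 5 Sham HFD mice.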

Notably, the pathway “Regulation of Fibrinolysis” (FDR = 6.89 × 10^−4^, signal = 0.84) exhibited strength values nearly identical to those of “Fibrinogen Complex,” with both displaying similar FDR and signal scores. This striking similarity may suggest a counterbalancing mechanism, wherein RYGB-induced fibrinolysis (*Plg*, *Klkb1*, *F11*) acts to mitigate fibrosis progression prompted by HFD-driven fibrinogen elevation. This aligns with histological findings showing elevated lobular inflammation and fibrosis in RYGB HFD mice compared to RYGB Chow while still showing an overall reduction in these factors relative to Sham HFD [5].

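In RYGB Chow vs. RYGB HFD the log2 fold change was 0.30 for *Plg* (standard error 0.08, adjusted p = 0.0330), 0.33 for *Klkb1* (standard error 0.09, adjusted p = 0.0476) and 0.88 for *F11* (standard error 0.23, adjusted p = 0.0383). The 3 genes were also higher in RYGB HFD than in Sham HFD, by 0.48, 0.49 and 1.27 (adjusted p = 2.62e-04, 8.51e-04 and 8.99e-04). In Sham Chow vs. RYGB Chow they were -0.02, -0.16 and -0.20 (adjusted p = 0.965, 0.564 and 0.806). *Klkb1* was in the RYGB-specific set in 4 of the 20 fits without one mouse, *Plg* in 13 and *F11* in 12.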

Conversely, 11 downregulated pathways were identified, including “Metabolism of xenobiotics by cytochrome P450” (FDR = 1.28 × 10^−6^, signal = 1.35) and “Monocarboxylic acid metabolic process” (FDR = 1.89 × 10^−7^, signal = 1.05), pointing toward impaired detoxification and specific intermediary metabolic processes under HFD (Figure 5D). This diminished reliance on oxidative processes may partly reflect our previous finding that these RYGB-HFD mice excrete significantly more lipids in their feces than RYGB Chow mice (38191966), potentially lowering the hepatic influx of fatty acids and thus the need for robust β-oxidation. Reduced expression of iron-handling genes (*Hamp*, *Hamp2*, *Ftl1*, *Fth1*) highlights the likelihood of diet-dependent regulation of hepatic iron metabolism, a notable concern post-RYGB where conditions of anemia often arise. 

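*Ftl1* (ENSMUSG00000050708, chromosome 7 from 45457944 to 45459884) and *Fth1* (ENSMUSG00000024661, chromosome 19 from 9980598 to 9985098) encode the ferritin chains. *Ftl1* fell from 1640 ± 190 CPM (mean ± SD, n = 5) in RYGB Chow to 1153 ± 97.0 in RYGB HFD, a log2 fold change of -0.51 (standard error 0.10, adjusted p = 0.00433), and was 1788 ± 246 in Sham Chow and 1739 ± 74.4 in Sham HFD. *Fth1* fell from 1549 ± 147 to 1288 ± 42.4 (-0.27, standard error 0.08, adjusted p = 0.0577) and was in the RYGB-specific set with DESeq2 and with a filter of CPM of at least 5, but not otherwise among the settings that keep all 20 mice. Every RYGB HFD mouse lay below every RYGB Chow mouse in both genes. Sham HFD replicate 1 had the lowest *Fth1* of its group, at 1659. *Hamp* changed by -8.86 (standard error 1.62, adjusted p = 0.00372), and by -4.61 without RYGB Chow replicate 3 (adjusted p = 3.35e-04). In the fit without that mouse *Hamp* also fell with HFD in sham mice, by 1.34 on the log2 scale (adjusted p = 0.00519), and was HFD-induced. *Hamp2* (ENSMUSG00000056978, chromosome 7 from 30922372 to 30924681) measured 2.25 ± 1.95 CPM in RYGB Chow and had 0 counts in all 5 RYGB HFD mice. Taken at the floor of 3 counts, it was at least 13.1-fold lower there (adjusted p = 0.00927).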

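*Gpi1* fell by 0.45 on the log2 scale in RYGB Chow vs. RYGB HFD (standard error 0.12, adjusted p = 0.0447), *Pfkm* by 0.41 (standard error 0.10, adjusted p = 0.0322) and *Pck2* by 1.05 (standard error 0.34, adjusted p = 0.0897). *Gpi1* and *Pfkm* were among the RYGB-specific genes here, in 9 and 14 of the 20 fits without one mouse, and *Pck2* was with DESeq2 alone. Without RYGB Chow replicate 3 the log2 fold change of *Pck2* was -0.43. Over the fits without one mouse the adjusted p-value of *Pck2* ran from 0.0565 to 0.319. The interaction had an adjusted p-value of 0.0417 for *Gpi1*, 0.0704 for *Pfkm* and 0.0819 for *Pck2*.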

Several glycolytic or gluconeogenic genes, including *Pck2*, *Gpi1*, and *Pfkm*, were also diminished, possibly contributing to the heightened glycogen stores and hyperglycemia persisting in RYGB HFD relative to RYGB Chow [5].

Examining the top 25 genes ranked by fold change from this ‘RYGB-Specific HFD-Induced’ subset (Figure 5B) largely highlighted key downregulated transcriptional changes, as these sets were dominated by downregulated genes. These included *Gsta1*, *Gsta13*, and *Gstm3*, implicating altered glutathione and xenobiotic metabolism; *Hamp* and *Hamp2*, underscoring impaired iron regulation; and *Cyp2a4* and *Ephx1*, pointing to shifts in P450-based detoxification. 

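*Gsta1* (ENSMUSG00000074183, chromosome 9 from 78230656 to 78242684) measured 4.84 ± 2.84 CPM (mean ± SD, n = 5) in RYGB Chow, 0.418 ± 0.444 in RYGB HFD, 5.46 ± 0.658 in Sham Chow and 5.59 ± 1.98 in Sham HFD. Its log2 fold change was -3.52 in RYGB mice (standard error 0.59, adjusted p = 0.00164) and 0.04 in sham mice. *Gstm3* (ENSMUSG00000004038, chromosome 3 from 107963696 to 107969283) fell from 122 ± 64.0 to 21.1 ± 4.53 in RYGB mice (-2.53, standard error 0.31, adjusted p = 6.00e-05) and was 78.7 ± 9.47 and 110 ± 39.9 in sham mice. *Ephx1* (ENSMUSG00000038776, chromosome 1 from 180976210 to 181020904) fell from 468 ± 150 to 176 ± 22.0 (-1.41, standard error 0.17, adjusted p = 6.49e-05), with 472 ± 113 and 502 ± 53.1 in sham mice. *Cyp2a4* (ENSMUSG00000074254, chromosome 7 from 26307169 to 26315088) fell from 4.23 ± 5.14 in RYGB Chow, with replicate 3 at 13.2, to 0.406 ± 0.379 in RYGB HFD. Its log2 fold change there was -3.30 (standard error 0.79, adjusted p = 0.0245), and -2.21 without RYGB Chow replicate 3. Over the fits without one mouse its adjusted p-value ran from 0.00724 to 0.0800. In sham mice *Cyp2a4* rose from 0.593 ± 0.597 to 22.2 ± 10.4 (5.34, adjusted p = 6.02e-05). The interaction adjusted p-values ran from 1.60e-04 for *Cyp2a4* to 0.00885 for *Gsta1*. The symbol *Gsta13* matched no gene of the annotation used here. Among the lower RYGB-specific genes were 5 of 22 glutathione S-transferase genes (expected 0.197, Fisher's exact test, two-sided, p = 1.22e-06, adjusted p = 2.20e-06) and 3 of 38 *Cyp2* and *Cyp3* genes (expected 0.340, Fisher's exact test, two-sided, p = 0.00469, adjusted p = 0.00603).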

While these gene-level observations align with the enrichment analysis findings for downregulated pathways, it is important to note that this heatmap does not capture the broader balance of upregulated and downregulated genes within the dataset. Altogether, these transcriptional changes illustrate how HFD continues to burden RYGB-operated mouse livers by upregulating inflammatory, coagulatory, and cholesterol-synthetic genes while hampering detoxification and iron balance.

Consistent with these gene-level signals, RYGB HFD mice displayed elevated fecal lipid content, lower plasma adiponectin, and increased liver glycogen relative to RYGB Chow, along with other tissue specific deficits such as greater bone mineral density loss and vitamin D deficiency, thereby showing that a HFD can still significantly constrain RYGB’s therapeutic scope [5]. Future research should clarify how these molecular pathways intersect to influence long-term NAFLD progression, iron deficiency, and lipid dysregulation in a RYGB context.

## 5. Discussion

This study provides a detailed analysis of how RYGB modulates the hepatic transcriptome, emphasizing post-operative dietary composition as a critical factor. Our approach diverges from many prior RYGB studies in mice, which often use only HF or “choice” diets, by including both chow and HFD groups. This design disentangles surgical effects from weight loss and obesity-driven influences, revealing pathways consistently altered by RYGB under both dietary conditions, as well as those uniquely affected by chow or HFD.

To begin with, our data show that although simple dietary normalization (Sham Chow) corrects many obesity-related phenotypes, RYGB imposes additional regulatory layers to achieve a more robust metabolic reorganization than diet alone [5,40,41]. Two major themes emerged from the upregulated transcriptomic pathways in RYGB-treated livers: “Extracellular space” factors that may remodel intercellular environments and iron handling, and genes labeled “adipogenesis genes,” which likely indicate more complex hepatic adaptations and possible liver-adipose crosstalk rather than straightforward adipocyte differentiation. For instance, *Trib3*, more recently linked to FGF21-driven lipid utilization under nutrient stress, surfaced in this “adipogenesis” cluster [42]. Interestingly, Trib3’s role in nutrient handling aligns with our observation of reduced fecal energy in these RYGB mice [5]. Collectively, these findings suggest that, while dietary normalization can resolve many obesity-related liver issues, RYGB engages distinct hepatic adaptations that enable coping with nutrient challenges, including iron deficiency, through a more nuanced regulatory network.

Alongside *Trib3*, other genes grouped within “Extracellular space” or “adipogenesis genes” pathways, such as *Socs3* and *Fgl1*, appear to have non-canonical (or underexplored) roles in iron regulation. 

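*Id1* (ENSMUSG00000042745, chromosome 2 from 152736251 to 152737410) measured 9.81 ± 2.42 CPM (mean ± SD, n = 5) in Sham Chow, 3.66 ± 2.56 in RYGB Chow, 5.73 ± 1.62 in Sham HFD and 2.03 ± 0.828 in RYGB HFD. Its log2 fold change was -1.43 in Sham Chow vs. RYGB Chow (standard error 0.34, adjusted p = 0.148) and -1.49 in Sham HFD vs. RYGB HFD (standard error 0.36, adjusted p = 0.00625). RYGB Chow replicate 3 had 8.19 CPM and the other 4 RYGB Chow mice between 1.91 and 2.94. *Bmp6* (ENSMUSG00000039004, chromosome 13 from 38345107 to 38500302) fell from 7.53 ± 1.74 to 4.27 ± 2.02 on chow (-0.82, standard error 0.32, adjusted p = 0.353) and from 5.63 ± 1.61 to 2.85 ± 0.937 on HFD (-0.98, standard error 0.33, adjusted p = 0.0495). *Hamp2* was 11.1 ± 5.72 CPM in Sham Chow, a change of -2.30 on chow (standard error 0.54, adjusted p = 0.148), and 31.9 ± 16.1 in Sham HFD, at least 186-fold above RYGB HFD when that group is taken at the floor of 3 counts (adjusted p = 6.34e-06).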

Though “Iron Homeostasis” was not significantly enriched overall, several classical iron-regulatory genes were present in the RYGB-Induced gene set, including *Hamp*, *Hamp2*, *Bmp6*, *Id1* (all downregulated) and *Tfrc*, *Slc11a2*/*Dmt1*, and *Pzp* (all upregulated), with five of these genes appearing among the top 25 DEG’s (by fold-change/*p*-value), as shown in heatmap analyses. Taken together, these transcriptional changes indicate compensatory mechanisms that mitigate the local and systemic iron deficiency observed in these mice, though they are easily overlooked by standard pathway annotations.

When considering these underexplored iron-regulatory roles, it becomes clear that a prominent outcome of these transcriptional changes is the fine-tuning of hepcidin to avert severe iron deficiency while preserving beneficial inflammatory and metabolic signals. In particular, *Socs3* and *Fgl1*, identified in the upregulated enriched pathways, intersect with IL-6-GP130-JAK/STAT3 and BMP-SMAD, the two major axes driving hepcidin production [43]. Interestingly, SOCS3 suppresses JAK activity rather than directly inhibiting STAT3, suggesting that it moderates upstream signal amplification in the IL-6–JAK/STAT3 pathway [44,45]. This nuanced regulation may allow SOCS3 to fine-tune hepcidin production without completely abolishing STAT3 activation, thereby preserving IL-6’s beneficial metabolic effects, such as macrophage reprogramming and anti-inflammatory signaling [44,45]. Meanwhile, FGL1 antagonizes BMP6 [46], providing an additional check on hepcidin. Consistent with this, the downregulation of *Id1*, an established BMP6 target [47], further supports reduced BMP6 activity, reinforcing the notion that multiple factors contribute to hepcidin modulation post-RYGB. Notably, *Hif2α*, also elevated post-RYGB, can reduce BMP activity via EPO-ERFE production, further moderating hepcidin and helping preserve the IL-6–HIF2α synergy needed for protective macrophage reprogramming [48]. Through such orchestrated control, hepcidin regulation may prevent iron deficiency from becoming severe while allowing IL-6, regardless of its levels [49,50,51], to exert its favorable effects on metabolism and inflammation (Figure 6).

Downregulated pathways offer additional insight into the liver’s post-RYGB reconfiguration. 

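*Alas2* (ENSMUSG00000025270, chromosome X from 150547375 to 150570638), whose product makes the heme precursor in red cell progenitors, measured 101 ± 13.7 CPM (mean ± SD, n = 5) in Sham Chow, 75.1 ± 18.8 in RYGB Chow, 96.7 ± 16.8 in Sham HFD and 75.2 ± 9.86 in RYGB HFD. The log2 fold changes after RYGB were -0.42 on chow (standard error 0.16, adjusted p = 0.322) and -0.36 on HFD (standard error 0.16, adjusted p = 0.123). RYGB Chow replicate 3 lay at 44.0, below the other RYGB Chow mice from 74.4 to 90.8. *Cmc1* fell by 0.25 and 0.32 on the log2 scale (adjusted p = 0.429 and 0.0555), *Ndufb7* by 0.25 and 0.21 (adjusted p = 0.348 and 0.143) and *Ndufs5* by 0.30 and 0.26 (adjusted p = 0.388 and 0.162). Of 78 tested respiratory chain genes, *Ndufb7* and *Ndufs5* were the 2 among the 212 lower RYGB-induced genes, where 1.35 would be by chance (Fisher's exact test, two-sided, p = 0.391, adjusted p = 0.391). With library size only, the alternative that moved this count most, 10 were in the set. In Sham Chow vs. RYGB Chow 77 of the 78 genes were lower, 0 at an adjusted p-value under 0.05 over all genes or over the list alone and 21 at an unadjusted one, and in Sham HFD vs. RYGB HFD 64 were lower, 2 at an adjusted p-value under 0.05 (0 over the list alone) and 8 at an unadjusted one.

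**Figure D5:**
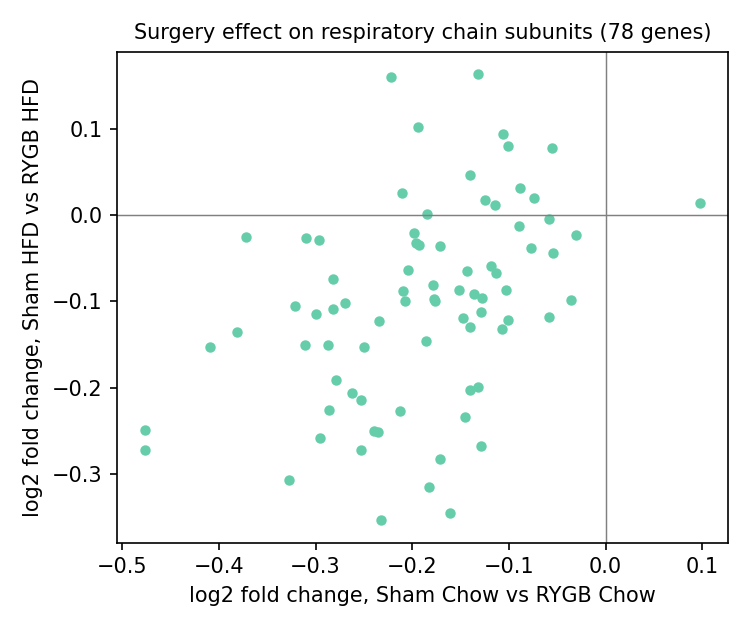
Log2 fold change of each of 78 respiratory chain genes in Sham Chow vs. RYGB Chow (x axis) against Sham HFD vs. RYGB HFD (y axis). On the x axis 77 genes lie below 0, and on the y axis 64, with medians of -0.18 and -0.10, or -0.14 and -0.19 with library size only.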

Reduced expression of genes involved in mitochondrial function, such as *Acad9*, *Ndufb7*, *Ndufs5*, and iron-sulfur cluster proteins (*Alas2*, *Cmc1*), could signify diminished oxidative phosphorylation but may also be the results of altered iron availability. Concurrently, *ApoC3* (a major inhibitor of triglyceride clearance) was markedly suppressed, along with *ApoA2*, *ApoC1*, *ApoA5*, and *Angptl3*, pointing to broad remodeling of lipoprotein metabolism. Together with the upregulation of *Lsr*, which may enhance hepatic clearance of triglyceride-rich lipoproteins, these gene-expression shifts correlate well with the lower triglyceride levels observed clinically and in our mouse model of RYGB [5].

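*Lsr* (ENSMUSG00000001247, chromosome 7 from 30957770 to 30973464) measured 77.3 ± 5.62 CPM (mean ± SD, n = 5) in Sham Chow and 88.3 ± 9.46 in RYGB Chow, a log2 fold change of 0.19 (standard error 0.08, adjusted p = 0.413), and 66.6 ± 6.61 in Sham HFD and 99.9 ± 7.13 in RYGB HFD, a change of 0.58 (standard error 0.08, adjusted p = 7.96e-05). It was in the RYGB-induced set under 9 of 10 settings and in 14 of the 20 fits without one mouse.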

Taken together, these findings illustrate how RYGB reprograms the liver to balance nutrient stress, iron homeostasis, and immune signaling. By calibrating hepcidin through SOCS3-, FGL1-, and HIF2α-mediated control of IL-6-STAT3 and BMP-SMAD, RYGB mitigates the risk of profound iron deficiency while preserving beneficial macrophage and metabolic adaptations. Striking this balance is essential to support improved lipid handling, glucose control, and inflammation resolution in the post-RYGB state. These findings align with broader evidence that iron metabolism is tightly integrated with lipid homeostasis, influencing cholesterol biosynthesis, lipid oxidation, and metabolic inflammation [52]. Notably, while Rockfield et al. highlight how iron excess can drive lipid peroxidation and ferroptosis, our data suggest that the iron-deficient state post-RYGB may mitigate these processes, underscoring the dynamic interplay between iron levels and hepatic lipid metabolism.

Building on these RYGB-specific transcriptomic shifts, we identified a subset of “Reversal” genes that counter HF-induced changes. Though discussed in detail earlier, this set reinforces RYGB’s capacity to mitigate diet-driven hepatic dysregulation beyond standard dietary normalization. Noteworthy here is *Igfbp2*, already implicated in mediating RYGB’s systemic effects [53]. 

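*Igfbp5* (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884) lies next to *Igfbp2* on chromosome 1. It measured 6.71 ± 2.25 CPM (mean ± SD, n = 5) in Sham Chow, 3.16 ± 1.30 in RYGB Chow, 17.6 ± 9.04 in Sham HFD and 6.18 ± 4.22 in RYGB HFD. Its log2 fold change was -1.08 in Sham Chow vs. RYGB Chow (standard error 0.43, adjusted p = 0.358), -1.50 in Sham HFD vs. RYGB HFD (standard error 0.41, adjusted p = 0.0149) and 1.39 in Sham Chow vs. Sham HFD (standard error 0.41, adjusted p = 0.0190).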

*Igfbp2* was robustly upregulated, potentially contributing to improved metabolic outcomes after surgery, whereas Igfbp5 showed an opposing downregulation (Supplementary Figure S7A,B). Although *Igfbp5* did not appear in the top 25 DEGs or enrichment overlap, its counter-regulation with *Igfbp2* highlights a possible therapeutic axis within the IGFBP family worthy of further investigation.

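*Dvl1* (ENSMUSG00000029071, chromosome 4 from 155847402 to 155859303) measured 85.1 ± 3.87 CPM (mean ± SD, n = 5) in Sham Chow, 97.6 ± 3.85 in RYGB Chow, 63.4 ± 4.26 in Sham HFD and 80.2 ± 6.04 in RYGB HFD. In each of the 4 contrasts the groups did not overlap (exact permutation test, two-sided p = 0.00794 for each). Its log2 fold changes were 0.20 in Sham Chow vs. RYGB Chow (standard error 0.06, adjusted p = 0.268), 0.34 in Sham HFD vs. RYGB HFD (adjusted p = 0.00107), -0.42 in Sham Chow vs. Sham HFD (adjusted p = 1.20e-04) and -0.28 in RYGB Chow vs. RYGB HFD (adjusted p = 0.0172). *Dglucy* rose with HFD by 0.93 in sham mice (standard error 0.10, adjusted p = 5.16e-06) and by 0.50 in RYGB mice (standard error 0.10, adjusted p = 0.00921). *Chpt1* (ENSMUSG00000060002, chromosome 10 from 88452745 to 88504073) was 310 ± 48.0 CPM in Sham Chow, 247 ± 28.8 in RYGB Chow, 403 ± 29.2 in Sham HFD and 214 ± 21.9 in RYGB HFD, and the changes after RYGB were -0.33 on chow (adjusted p = 0.257) and -0.91 on HFD (adjusted p = 9.09e-06). With HFD, *Chpt1* rose by 0.38 in sham mice (adjusted p = 0.0127).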

Of the eight “standout” genes identified in the Reversal subset, *Dvl1* and *Dglucy* stand out as the only two genes consistently ranking within the top 25 DEG’s across the RYGB-Induced, Reversal, and HFD-Induced gene sets. This shared prominence emphasizes their central role in the RYGB-mediated reversal of diet-induced obesity (DIO) dysregulation. *Dvl1*, a core component of the Wnt signaling pathway, has been studied in the context of obesity and NAFLD but remains unexplored in RYGB research. Its role in canonical Wnt signaling suggests it may contribute to liver reprogramming and metabolic improvements post-surgery. Similarly, *Dglucy*, a mitochondrial D-glutamate cyclase, supports glutamate homeostasis, a function important to mitochondrial energy dynamics and recently linked to DIO-induced mitochondrial dysfunction [54].

In addition to the eight standout genes, other individual targets such as Dact2 merit further study. 

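The log2 fold change of *Dact2* (ENSMUSG00000048826, chromosome 17 from 14195052 to 14204304) was 0.43 in Sham Chow vs. RYGB Chow (standard error 0.15, adjusted p = 0.299), 0.97 in Sham HFD vs. RYGB HFD (standard error 0.16, adjusted p = 2.54e-04) and -0.91 in Sham Chow vs. Sham HFD (standard error 0.16, adjusted p = 4.38e-04).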

*Dact2* showed high significance and, as a TGFBR suppressor, may counteract the fibrosis observed in obesity [55], even if TGF-β remains unchanged. Similarly, novel genes with high abundance but limited PubMed association, such as *Carhsp1* and *Abhd3*, emerge as intriguing candidates for further investigation. 

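*Abhd3* (ENSMUSG00000002475, chromosome 18 from 10642092 to 10706771) measured 65.3 ± 5.93 CPM (mean ± SD, n = 5) in Sham Chow, 56.2 ± 3.49 in RYGB Chow, 84.0 ± 4.98 in Sham HFD and 42.4 ± 3.54 in RYGB HFD. Its log2 fold changes were -0.22 in Sham Chow vs. RYGB Chow (standard error 0.07, adjusted p = 0.285), -0.99 in Sham HFD vs. RYGB HFD (standard error 0.08, adjusted p = 7.02e-08) and 0.36 in Sham Chow vs. Sham HFD (standard error 0.07, adjusted p = 0.00182). *Carhsp1* (ENSMUSG00000008393, chromosome 16 from 8658580 to 8672155) changed by -0.20 (adjusted p = 0.281), -0.43 (adjusted p = 2.36e-04) and 0.22 (adjusted p = 0.0261) in the same contrasts.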

For instance, *Carhsp1*, regulated by nutrient status in the liver, inhibits gluconeogenic genes such as G6Pc and PEPCK1 by suppressing PPARα transcriptional activity [56]. *Abhd3*, a serine hydrolase involved in lipid metabolism, is part of a class of enzymes more recently proposed as therapeutic targets for lipid-related diseases due to its distinct role in medium-chain phospholipid catabolism [57]. These findings underscore how RYGB reprograms metabolic networks to restore signaling and mitochondrial function, revealing novel therapeutic targets for obesity-driven dysregulation.

While RYGB imposes a distinct transcriptomic program, high-fat feeding introduces a robust “diet signature” that persists across both surgical and sham groups. Pathway analyses highlighted translational repression, proteasome downregulation, and other changes consistent with histological findings of steatosis, lobular inflammation, and dyslipidemia in HF-fed mice. Downregulated ribosomal and proteasome genes hint at reduced translational efficiency and protein turnover, factors that can compromise hepatic proteostasis. Meanwhile, continued activation of inflammatory cascades underscores a persistent pro-inflammatory milieu conducive to hepatic injury.

Nevertheless, these HFD-driven changes remain partially operative in RYGB mice, underscoring that dietary fat exerts a potent hepatic influence independent of body weight. Indeed, many genes commonly labeled “obesity-related” are more accurately described as “HFD-induced,” highlighting the need to disentangle dietary effects from overall adiposity. By identifying genes that respond robustly to HFD regardless of surgical status, our findings clarify how dietary lipids shape hepatic transcriptional programs even in the face of substantial weight loss.

Building on the baseline “diet signature,” the RYGB-Specific HFD-Induced transcriptome reveals additional layers of metabolic dysregulation driven by HF feeding, including amplified iron dysregulation and oxidative stress. Classically annotated pathways, such as “coagulation,” “cholesterol biosynthesis,” and “xenobiotic metabolism,” unexpectedly converge with genes regulating iron handling, oxidative stress, and fibrosis. *Hamp*, *Hamp2*, *Pzp*, and *Fgl1*, previously identified in the RYGB-Induced gene set, remain prominent and are further intensified, while new players such as *Ftl1*, *Fth1*, *Trf*, and *Steap3* emerge, signaling exacerbated iron dysregulation under HFD.

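*Trf* (ENSMUSG00000032554, chromosome 9 from 103204001 to 103230444), the transferrin gene, measured 874 ± 77.8 CPM (mean ± SD, n = 5) in RYGB Chow and 1159 ± 111 in RYGB HFD, a log2 fold change of 0.41 (standard error 0.09, adjusted p = 0.0143), and fell from 982 ± 106 in Sham Chow to 772 ± 60.2 in Sham HFD (-0.35, standard error 0.09, adjusted p = 0.00909). *Steap3* (ENSMUSG00000026389, chromosome 1 from 120190757 to 120272705) rose from 25.2 ± 3.59 to 37.8 ± 6.06 in RYGB mice (0.59, standard error 0.13, adjusted p = 0.0151) and was 25.9 ± 4.54 and 30.0 ± 2.82 in sham mice (0.21, adjusted p = 0.248, interaction adjusted p = 0.248). With HFD in RYGB mice, *Fgl1* rose by 1.04 (adjusted p = 0.00433) and *Pzp* by 0.42 (adjusted p = 0.0143). Their interaction adjusted p-values were 0.109 for *Fgl1* and 0.00806 for *Pzp*.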

As mentioned previously, “Iron Homeostasis” was not enriched in the RYGB-Induced set, likely due to novel contributions from non-canonical regulators like *Fgl1* and *Socs3*. Under HFD stress, however, significant enrichment emerges, driven by genes such as *Hamp*, *Hamp2*, *Ftl1*, and *Fth1*, further supporting the idea that HFD amplifies iron dysregulation. Although Hmox1 was not upregulated, several heme-scavenging genes (*Hpx*, *Lrp1*/*Cd91*) were induced, while others involved in heme or biliverdin handling (*Slc48a1*/*Hrg1*, *Pgrmc1*, *Blvrb*) were downregulated, suggesting a compensatory shift in heme-related processes consistent with iron deficiency. 

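In RYGB Chow vs. RYGB HFD the log2 fold change of *Hmox1* was -0.41 (standard error 0.19, adjusted p = 0.237). *Lrp1* rose by 0.60 (adjusted p = 0.0119) and *Hpx* by 0.38 (adjusted p = 0.101), and *Hpx* was in the RYGB-specific set in 3 of 10 alternative settings but not here. *Blvrb* fell by 0.91 (adjusted p = 6.74e-04), *Pgrmc1* by 0.45 (adjusted p = 0.00205) and *Slc48a1* by 0.43 (adjusted p = 0.0322). In the interaction test the adjusted p-values were 0.0981 for *Lrp1*, 0.0350 for *Blvrb*, 0.0753 for *Pgrmc1* and 0.0413 for *Slc48a1*.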

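*Gpx4* (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439), which encodes a glutathione peroxidase, measured 257 ± 30.3 CPM (mean ± SD, n = 5) in RYGB Chow and 193 ± 14.9 in RYGB HFD, a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.0467), and 275 ± 50.0 in Sham Chow and 302 ± 37.4 in Sham HFD (0.14, adjusted p = 0.416). The interaction adjusted p-value was 0.0526. *Gpx4* was in the RYGB-specific set under 7 of 10 settings and in 5 of the 20 fits without one mouse.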

Additional changes, including the downregulation of *Gpx4* and xenobiotic detoxification genes (*Ephx1*, *Gsta1*, *Gstm3*), suggest a reprioritization of hepatic resources toward critical processes like systemic iron homeostasis under oxidative stress. Together, these transcriptional shifts may reveal how the post-RYGB liver contends with heightened lipid influx while prioritizing systemic iron homeostasis, often at the expense of oxidative stress resilience and detox capacity.

These patterns do not occur under chow-fed or sham-operated conditions, highlighting the novel convergence of cholesterol biosynthesis, xenobiotic detoxification, and iron-regulatory pathways under HFD stress. Genes such as *Scarb1* and *Fn1* illustrate the pleiotropy of these responses: *Scarb1*, beyond its established role in HDL uptake and cholesterol trafficking [58], also suppresses ferroptosis and modulates inflammation [59,60,61]. Similarly, *Fn1* (fibronectin), traditionally linked to extracellular matrix organization, also emerges in coagulation pathways, suggesting it may contribute to clot stabilization and fibrosis during liver injury. 

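*Lrg1* (ENSMUSG00000037095, chromosome 17 from 56119678 to 56122001) rose by 0.97 on the log2 scale in RYGB Chow vs. RYGB HFD (standard error 0.15, adjusted p = 7.45e-04), *Scarb1* (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094) by 0.62 (standard error 0.09, adjusted p = 5.16e-04) and *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) by 0.56 (standard error 0.10, adjusted p = 0.00276). All 5 RYGB HFD mice lay above all 5 RYGB Chow mice in each gene. The interaction adjusted p-value was 0.0259 for *Lrg1*, 0.0187 for *Scarb1* and 0.0981 for *Fn1*.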

*Lrg1* contributes to acute-phase responses and TGF-β–mediated fibrosis [62], amplifying hepatic vulnerability under RYGB and HFD-induced metabolic stress. Collectively, these findings reveal how “lipid-centric” or “acute-phase” pathways adapt to meet the challenges of the post-RYGB liver but remain insufficient to fully resolve fibrosis and metabolic dysfunction. Relatively speaking, however, even though the HFD-induced burden far outweighs the smaller set of RYGB-HFD genes, that smaller cohort still exerts a sufficiently strong compensatory effect to yield a net improvement over Sham HFD, underscoring how RYGB helps restrain the degree of liver pathology typically seen under HF feeding.

Future work might explore targeted interventions to address specific vulnerabilities identified in this study, such as optimizing dietary iron to mitigate systemic deficiency, modulating glutathione-S-transferases to enhance resilience against oxidative stress, or exploring selective inhibitors of hepatic cholesterol biosynthesis to counteract the lingering dyslipidemia under RYGB + HFD conditions. By addressing these interconnected pathways, we may better preserve RYGB’s benefits and reduce NAFLD relapse under HF feeding. Ultimately, these findings underscore that dietary composition amplifies the hepatic transcriptomic reprogramming initiated by RYGB. By addressing the unique vulnerabilities introduced by HF feeding, such as dysregulated iron homeostasis and impaired oxidative resilience, we may optimize post-RYGB liver health and further enhance the surgery’s metabolic benefits.

## 6. Conclusions

These findings highlight the liver’s pivotal role in mediating RYGB’s metabolic benefits, as well as the complex interplay of surgical and dietary influences. By distinguishing “RYGB-Induced,” “HFD-Induced,” and “RYGB-Specific HFD-Induced” genes, we show that RYGB confers resilience against obesogenic stress but cannot fully neutralize the adverse effects of high fat. Tailored post-operative diets, especially reducing dietary fat, may be crucial for protecting long-term liver health and preventing partial NAFLD relapse. It is important to note that we focused on fasted-state transcriptomes, which may overlook dynamic, meal-driven responses. Moreover, while we lack direct protein-level validation here, these observations are consistent with our previous study on the same mice, which included comprehensive analyses of iron regulatory genes at both mRNA and protein levels [5]. Future research could employ proteomic or metabolomic approaches to capture real-time responses missed by fasted-state RNA-seq.

Overall, this work explores RYGB’s power to recalibrate hepatic function while also revealing how HF intake can diminish these gains. By mapping the liver’s transcriptional landscape, we identify molecular levers that could enhance RYGB’s benefits or inform novel therapies. In sum, hepatic adaptation after RYGB represents a balance between surgical reprogramming and dietary pressures. A deeper understanding of these interactions, grounded in multi-omic validations, will help optimize dietary recommendations and potential adjunct therapies, ultimately improving long-term outcomes in RYGB-treated, bariatric populations.

## Figures and Tables

**Figure 1:**
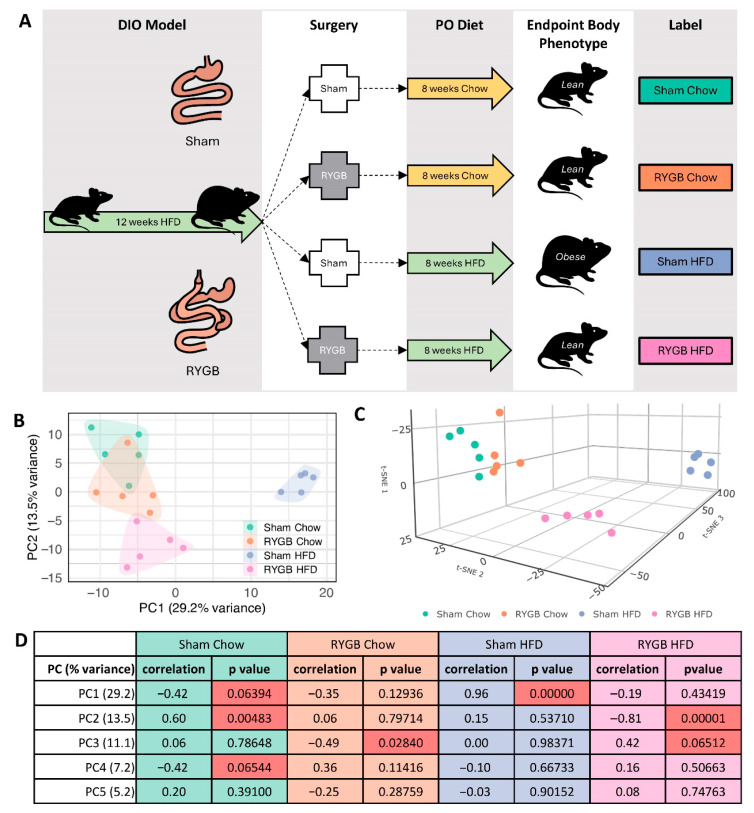
Distinct Transcriptomic Landscapes Shaped by Surgical Intervention and Dietary Composition. (**A**) Male C57BL/6 mice were fed a high-fat diet (HFD) for 12 weeks to induce obesity before undergoing RYGB or Sham surgery. Post-surgery, mice were maintained on Chow or HFD for 8 weeks, resulting in four groups: Sham Chow, RYGB Chow, Sham HFD, and RYGB HFD. Phenotypes and group color codes are indicated here and are maintained throughout this study. (**B**) PCA shows clustering by experimental group along PC1 and PC2, with convex hulls highlighting group separation. Axes indicate the variance explained by each principal component. (**C**) t-SNE visualization shows distinct clustering of transcriptional profiles by group in three-dimensional space. (**D**) Pearson correlation coefficients and *p*-values for the top five PCs were calculated against experimental groups, with significant and near-significant correlations highlighted in red. Variance contributions for each PC are shown in parentheses alongside each PC.

**Figure 2:**
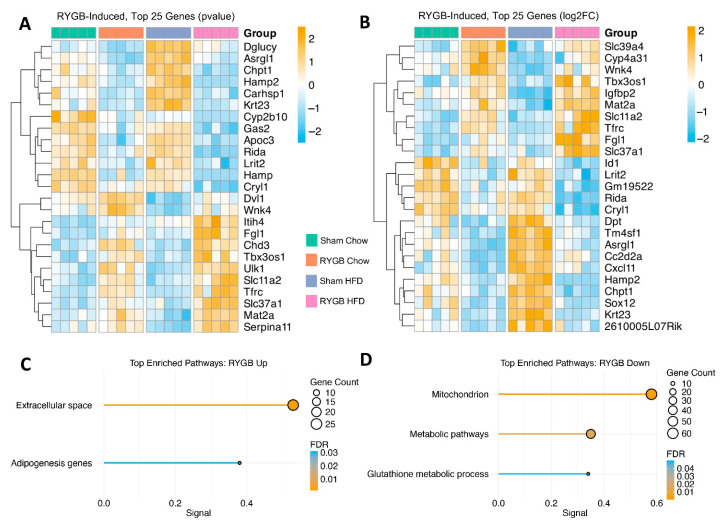
RYGB-Driven Hepatic Transcriptomic Remodeling: Enhanced Extracellular/Adipogenesis Pathways and Reduced Metabolic Activity. Heatmap illustrating the top 25 RYGB-induced genes, selected using an iterative percentile approach to ensure consistent representation of highly responsive transcripts based on (**A**) *p*-value and (**B**) log2FC. Scaled rlog-transformed expression values are shown for each experimental group, with hierarchical clustering of genes by expression profile. Pathway enrichment analysis reveals (**C**) upregulated pathways associated with extracellular remodeling and adipogenesis and (**D**) downregulated pathways involving mitochondrial function, general metabolism, and glutathione-related antioxidant processes.

**Figure 3:**
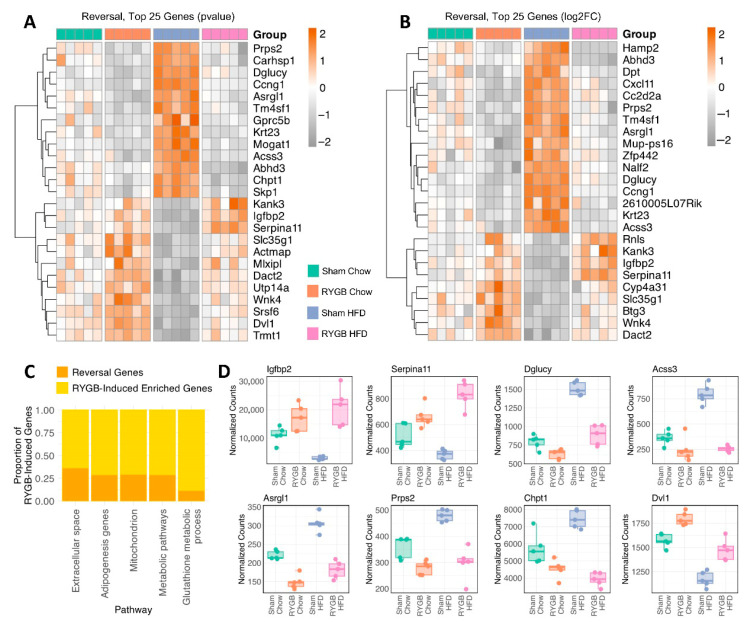
Counteracting Obesity-Linked Dysregulation: RYGB-Mediated Reversal of DIO-Associated Gene Signatures. Heatmap illustrating the top 25 Reversal genes, selected using an iterative percentile approach to ensure consistent representation of highly responsive transcripts based on (**A**) *p*-value and (**B**) log2FC. Scaled rlog-transformed expression values are shown for each experimental group, with hierarchical clustering of genes by expression profile. (**C**) Bar chart depicting the proportion of Reversal genes contributing to enriched pathways highlights key processes, including extracellular remodeling, adipogenesis, and metabolic functions. (**D**) Boxplots of normalized expression counts for Igfbp2, Serpina11, Dglucy, Acss3, Asrgl1, Prps2, Chpt1, and Dvl1. Reversal genes demonstrating consistent reversal of obesity-driven transcriptional changes that were in the Reversal top 25 heatmaps and present in RYGB-induced enriched pathways.

**Figure 4:**
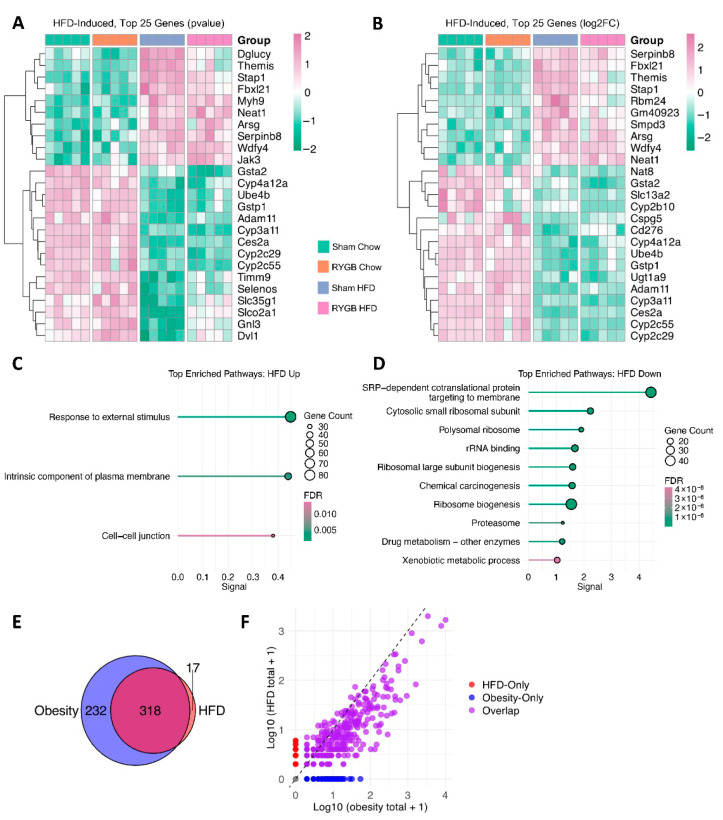
High-Fat Diet–Driven Hepatic Transcriptomic Reprogramming: Amplified Stress Response and Repressed Protein Synthesis. Heatmap illustrating the top 25 HFD-induced genes, selected using an iterative percentile approach to ensure consistent representation of highly responsive transcripts based on (**A**) *p*-value and (**B**) log2FC. Scaled rlog-transformed expression values are shown for each experimental group, with hierarchical clustering of genes by expression profile. Pathway enrichment analysis highlights (**C**) upregulated processes such as response to external stimuli, plasma membrane components, and cell–cell junctions, while (**D**) downregulated pathways include those related to translational suppression, proteasome activity, and xenobiotic metabolism. (**E**) Venn diagram shows the overlap between HFD-induced genes and PubMed associations for “obesity” and “HFD,” emphasizing shared and distinct representation. (**F**) Scatterplot of log10 PubMed hits for genes associated with “HFD” and “obesity” illustrates shared, HFD-specific, and obesity-specific genes.

**Figure 5:**
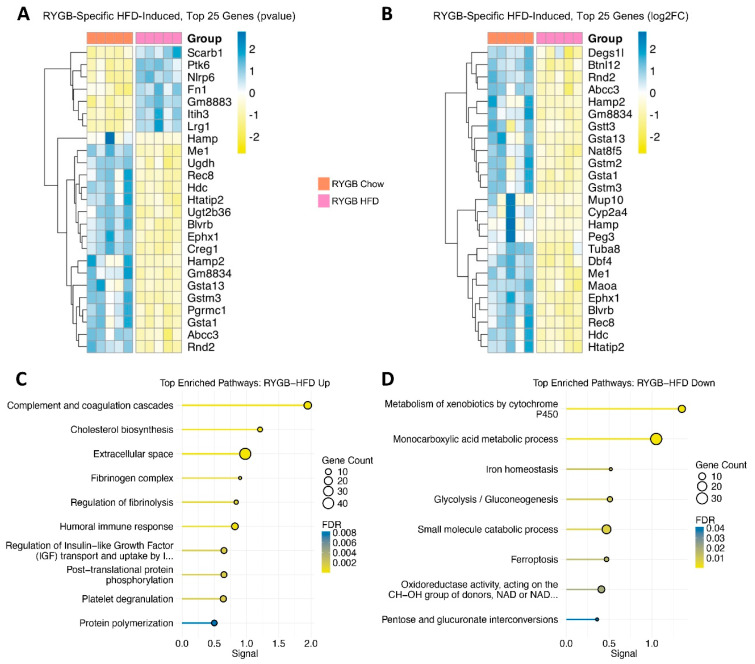
Residual High-Fat Burden in RYGB: Coagulatory Strain, Inflammatory Pressure, and Impaired Detoxification. Heatmap displaying the top 25 RYGB-specific HFD-induced genes ranked by (**A**) *p*-value and (**B**) log2FC. Scaled rlog-transformed expression values are shown for each experimental group, with hierarchical clustering of genes by expression profile. Pathway enrichment analysis highlights (**C**) upregulated pathways related to complement and coagulation cascades, cholesterol biosynthesis, and extracellular space, as well as (**D**) downregulated pathways involving xenobiotic metabolism, glycolysis/gluconeogenesis, and iron homeostasis.

**Figure 6:**
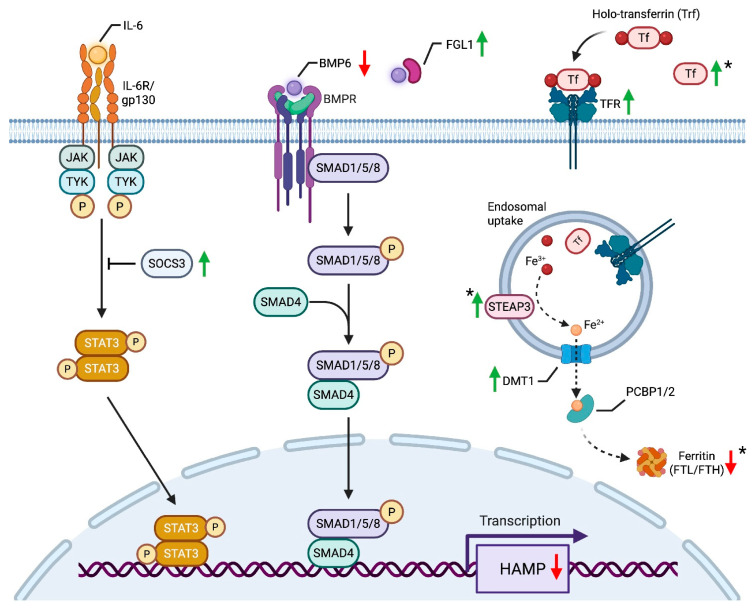
Proposed model of RYGB-induced hepatic transcriptional regulation of hepcidin and systemic iron homeostasis. This schematic presents a theoretical framework based on RNA-seq data, illustrating how RYGB-driven transcriptional changes may fine-tune hepcidin (Hamp) regulation to mitigate severe iron deficiency while preserving metabolic and inflammatory signaling. Two primary pathways involved in hepcidin regulation are highlighted: the IL-6-GP130-JAK/STAT3 and BMP-SMAD signaling axes. Increased *Socs3* expression following RYGB may attenuate IL-6-driven STAT3 phosphorylation by inhibiting JAK activity, potentially modulating IL-6’s metabolic effects without fully suppressing its downstream signaling. Similarly, upregulation of *Fgl1* suggests a possible antagonistic effect on BMP6, which could suppress BMP-SMAD signaling and further contribute to Hamp downregulation. Consistent with these transcriptional changes, RYGB may reduce hepatic iron sequestration while increasing systemic iron availability. Additional iron-handling genes exhibit altered expression, including upregulation of *Trf* and *Tfrc*, which could enhance iron uptake, and downregulation of ferritin storage proteins (*Ftl*/*Fth*), potentially limiting hepatic iron retention. Increased Steap3 and Dmt1 expression suggests enhanced mobilization and import of Fe^3+^/Fe^2+^ for cellular uptake. Genes specifically regulated under RYGB + HFD (*Ftl1*, *Fth1*, *Steap3*, *Trf*) are marked with an asterisk (*). Green arrows indicate upregulated genes, while red arrows indicate downregulated genes in response to RYGB.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors on request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jcm15020479/s1, Figure S1: Data preprocessing and filtering for RNA-seq analysis. (A) Bar plot of total raw read counts (millions) for each sample across experimental groups. (B) Histogram of SNR values across genes, with inflection points at SNR = 1.9 (blue) and SNR = 4.1 (red). (C) Scatterplot showing the relationship between SNR and mean counts per million (CPM). Dotted lines indicate where the SNR inflection points identified in panel (B) correspond to mean CPM thresholds (CPM = 0.59 for SNR = 1.9 and CPM = 5.1 for SNR = 4.1), helping establish filtering criteria. (D) Histogram of log2-transformed CPM values, highlighting inflection (1.5) and trough (2.3) points translating to CPM values of 1.82 and 3.92, respectively. (E) Density plot showing expression level distributions across experimental groups following CPM-based filtering. Figure S2: Body weight discrepancies and their impact on retention of significant genes after FDR correction. (A) Boxplots showing significantly higher body weights in Sham HFD mice compared to other groups, introducing a confounding variable. (B) Percentage of differentially expressed genes retained after FDR correction, with contrasts involving Sham HFD retaining disproportionately more significant genes, reflecting inflated statistical power due to body weight discrepancies. (C) Total number of significant genes retained post-FDR correction, highlighting the confounding effects of body weight differences and the risks of excluding biologically validated changes with stringent thresholds. Figure S3: Identification of commonly regulated gene sets across experimental conditions. (A) Venn diagram illustrating RYGB-induced effects, defined as genes that were significantly and consistently regulated in the same direction in both Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD comparisons (365 genes; Common Regulation). (B) Venn diagram depicting Reversal genes, a subset of RYGB-induced genes that were regulated in the opposite direction compared to Sham Chow vs. Sham HFD, indicating RYGB-driven reversal of obesity-associated transcriptional changes (119 genes; Inverse Regulation). (C) Venn diagram showing HFD-induced effects, defined as genes that were significantly and consistently regulated in the same direction in both Sham Chow vs. Sham HFD and RYGB Chow vs. RYGB HFD, identifying transcriptional changes robustly driven by HFD exposure (860 genes; Common Regulation). (D) Venn diagram illustrating RYGB-specific HFD effects, derived by removing HFD-induced genes from the RYGB Chow vs. RYGB HFD contrast. This subset highlights transcriptional changes unique to the interaction between RYGB and HFD (426 genes; Common Regulation). These gene sets (A–D) formed the basis for pathway enrichment and further transcriptional analyses in this study. Figure S4: Heatmaps of transcriptional changes for complete gene sets. Heatmaps of scaled rlog-transformed expression values for all genes in the (A) RYGB-Induced (365 genes), (B) Reversal (119 genes), (C) HFD-Induced (860 genes), and (D) RYGB-Specific HFD-Induced (426 genes) sets, illustrating transcriptional changes across experimental groups. Figure S5: Permutation analysis validating the overlap of commonly significant genes. Histograms showing the distribution of overlapping significant genes across 10,000 random permutations for (A) RYGB-induced comparisons and (B) HFD-induced comparisons. The observed overlaps (red dashed lines) are significantly greater than expected by chance (*p* < 0.0002 and *p* < 0.0001, respectively). Figure S6: PubMed associations for RYGB-induced and related gene sets. Scatterplots of average gene abundance (log10) versus PubMed hits for keyword categories. Categories include (A) Obesity, (B) RYGB, (C) Liver, (D) NAFLD, (E) Iron, and (F) an aggregate metric, highlighting genes with high abundance and literature representation across all categories. Figure S7: Expression dynamics of Igfbp2 and Igfbp5 across experimental groups. Boxplots of normalized expression counts for (A) Igfbp2, showing significantly higher expression in RYGB groups compared to Sham, and (B) Igfbp5, showing reduced expression in RYGB groups, suggesting counter-regulatory dynamics with Igfbp2.

# Supplementary material for: Analysis of Roux-en-Y Gastric Bypass and High-Fat Feeding Reveals Hepatic Transcriptome Reprogramming: Ironing out the Details
**Source:** J Clin Med. 2026 Jan 7;15(2):479. doi: 10.3390/jcm15020479
**Supplement:** Supplementary file 1

Supplementary Figures

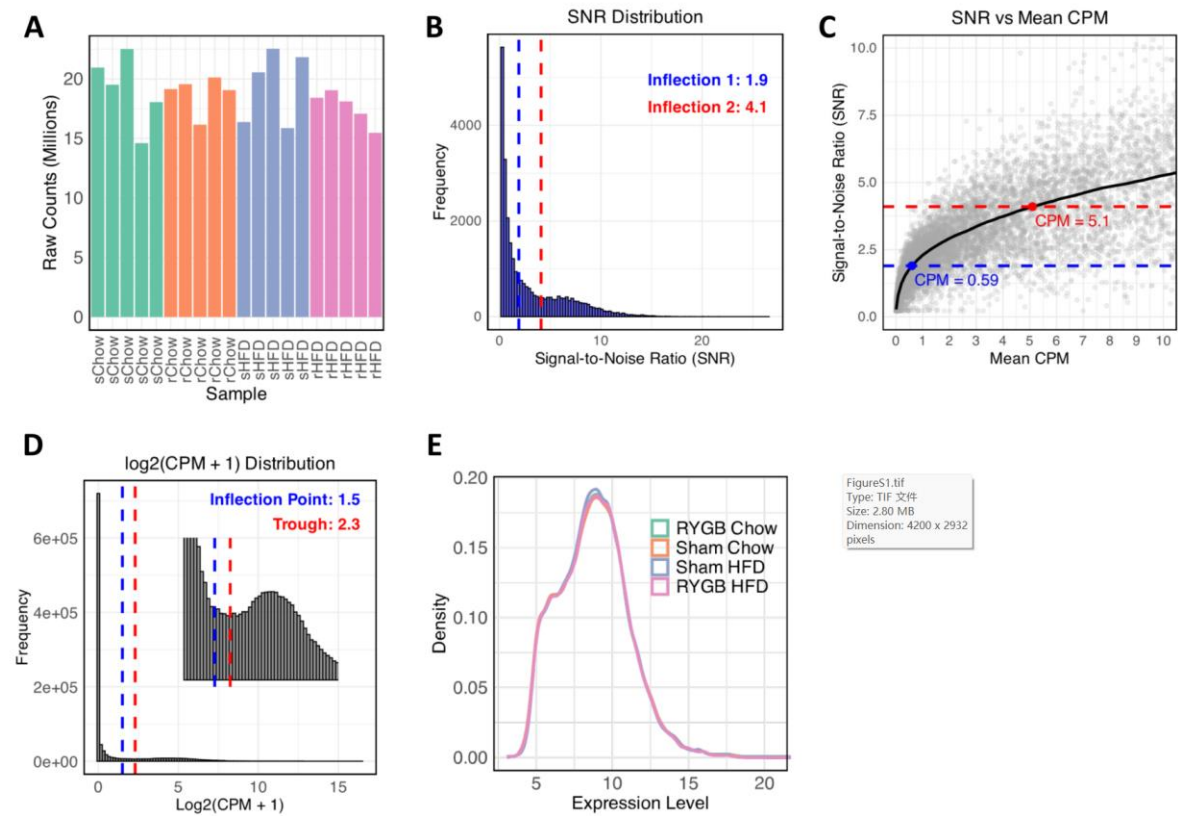

**Supplementary Figure S1. Data preprocessing and filtering for RNA-seq analysis.** (A) Bar plot of total raw read counts (millions) for each sample across experimental groups. (B) Histogram of SNR values across genes, with inflection points at SNR = 1.9 (blue) and SNR = 4.1 (red). (C) Scatterplot showing the relationship between SNR and mean counts per million (CPM). Dotted lines indicate where the SNR inflection points identified in panel (B) correspond to mean CPM thresholds (CPM = 0.59 for SNR = 1.9 and CPM = 5.1 for SNR = 4.1), helping establish filtering criteria. (D) Histogram of  $\log_2$ -transformed CPM values, highlighting inflection (1.5) and trough (2.3) points translating to CPM values of 1.82 and 3.92, respectively. (E) Density plot showing expression level distributions across experimental groups following CPM-based filtering.

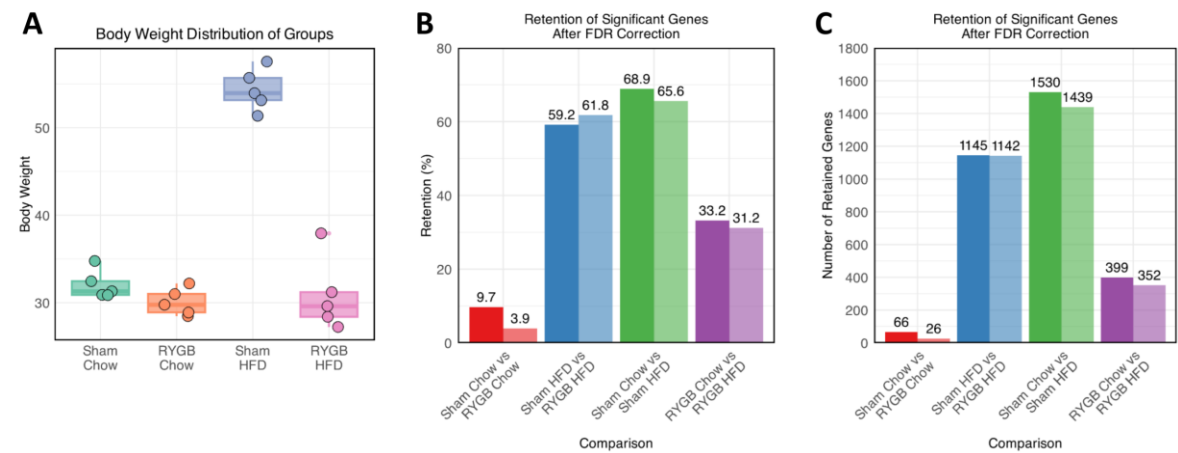

**Supplementary Figure S2. Body weight discrepancies and their impact on retention of significant genes after FDR correction.** (A) Boxplots showing significantly higher body weights in Sham HFD mice compared to other groups, introducing a confounding variable. (B) Percentage of differentially expressed genes retained after FDR

correction, with contrasts involving Sham HFD retaining disproportionately more significant genes, reflecting inflated statistical power due to body weight discrepancies. (C) Total number of significant genes retained post-FDR correction, highlighting the confounding effects of body weight differences and the risks of excluding biologically validated changes with stringent thresholds.

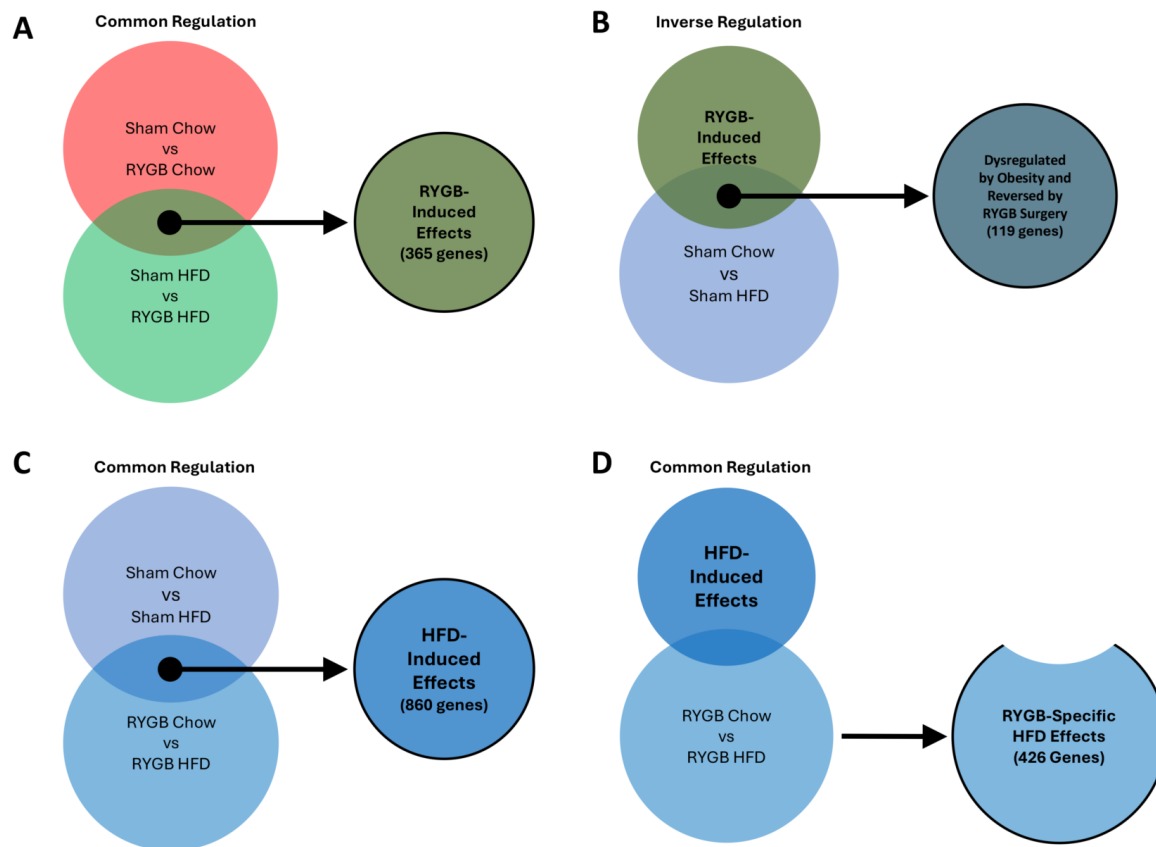

**Supplementary Figure S3. Identification of commonly regulated gene sets across experimental conditions.**

(A) Venn diagram illustrating RYGB-induced effects, defined as genes that were significantly and consistently regulated in the same direction in both Sham Chow vs. RYGB Chow and Sham HFD vs. RYGB HFD comparisons (365 genes; Common Regulation). (B) Venn diagram depicting Reversal genes, a subset of RYGB-induced genes that were regulated in the opposite direction compared to Sham Chow vs. Sham HFD, indicating RYGB-driven reversal of obesity-associated transcriptional changes (119 genes; Inverse Regulation). (C) Venn diagram showing HFD-induced effects, defined as genes that were significantly and consistently regulated in the same direction in both Sham Chow vs. Sham HFD and RYGB Chow vs. RYGB HFD, identifying transcriptional changes robustly driven by HFD exposure (860 genes; Common Regulation). (D) Venn diagram illustrating RYGB-specific HFD effects, derived by removing HFD-induced genes from the RYGB Chow vs. RYGB HFD contrast. This subset highlights transcriptional changes unique to the interaction between RYGB and HFD (426 genes; Common Regulation). These gene sets (A-D) formed the basis for pathway enrichment and further transcriptional analyses in this study.

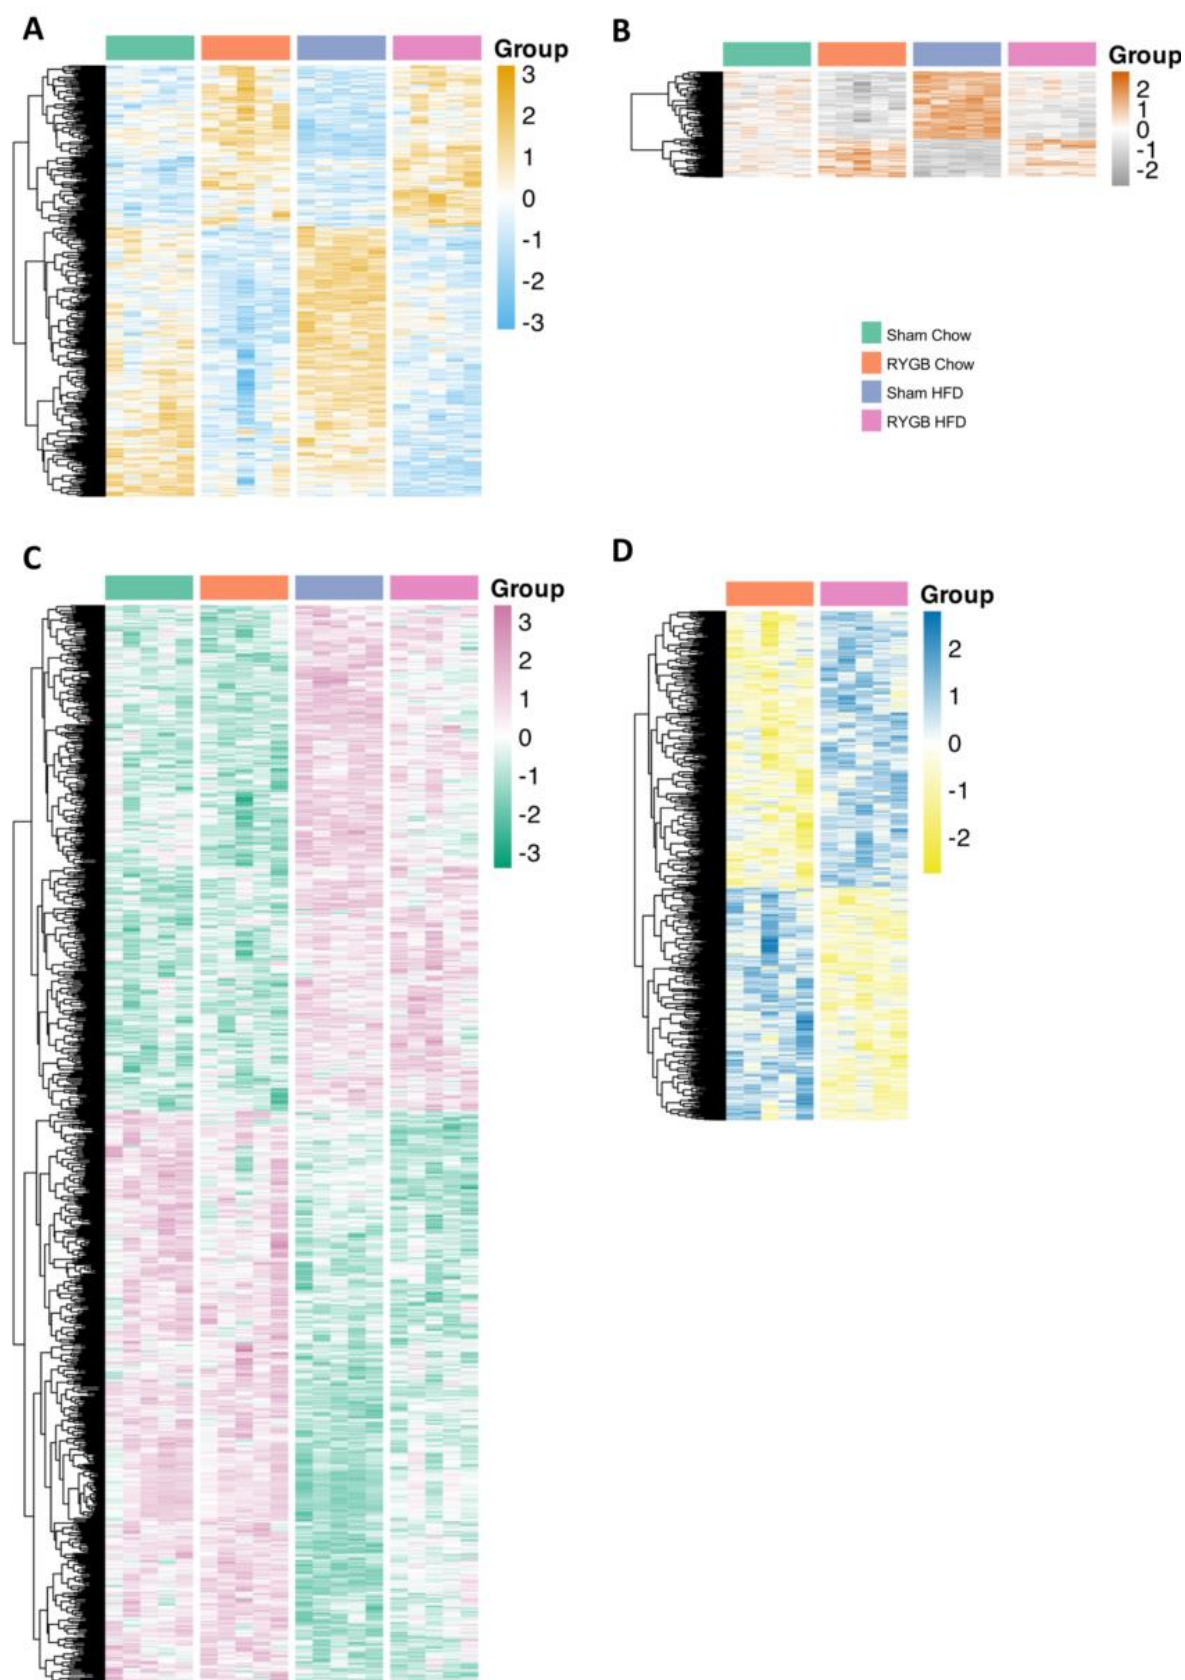

**Supplementary Figure S4. Heatmaps of transcriptional changes for complete gene sets.** Heatmaps of scaled rlog-transformed expression values for all genes in the (A) RYGB-Induced (365 genes), (B) Reversal (119 genes),

(C) HFD-Induced (860 genes), and (D) RYGB-Specific HFD-Induced (426 genes) sets, illustrating transcriptional changes across experimental groups.

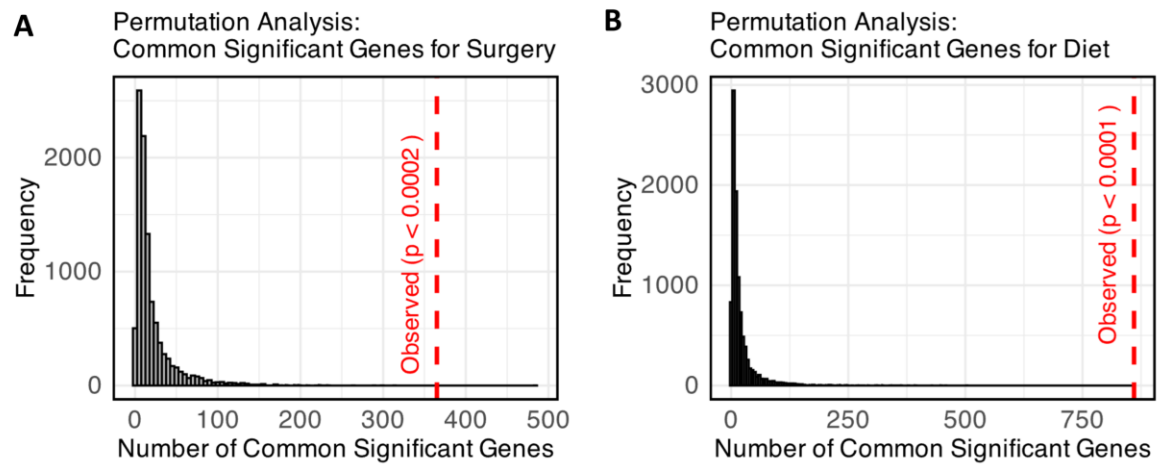

**Supplementary Figure S5. Permutation analysis validating the overlap of commonly significant genes.** Histograms showing the distribution of overlapping significant genes across 10,000 random permutations for (A) RYGB-induced comparisons and (B) HFD-induced comparisons. The observed overlaps (red dashed lines) are significantly greater than expected by chance ( $p < 0.0002$  and  $p < 0.0001$ , respectively).

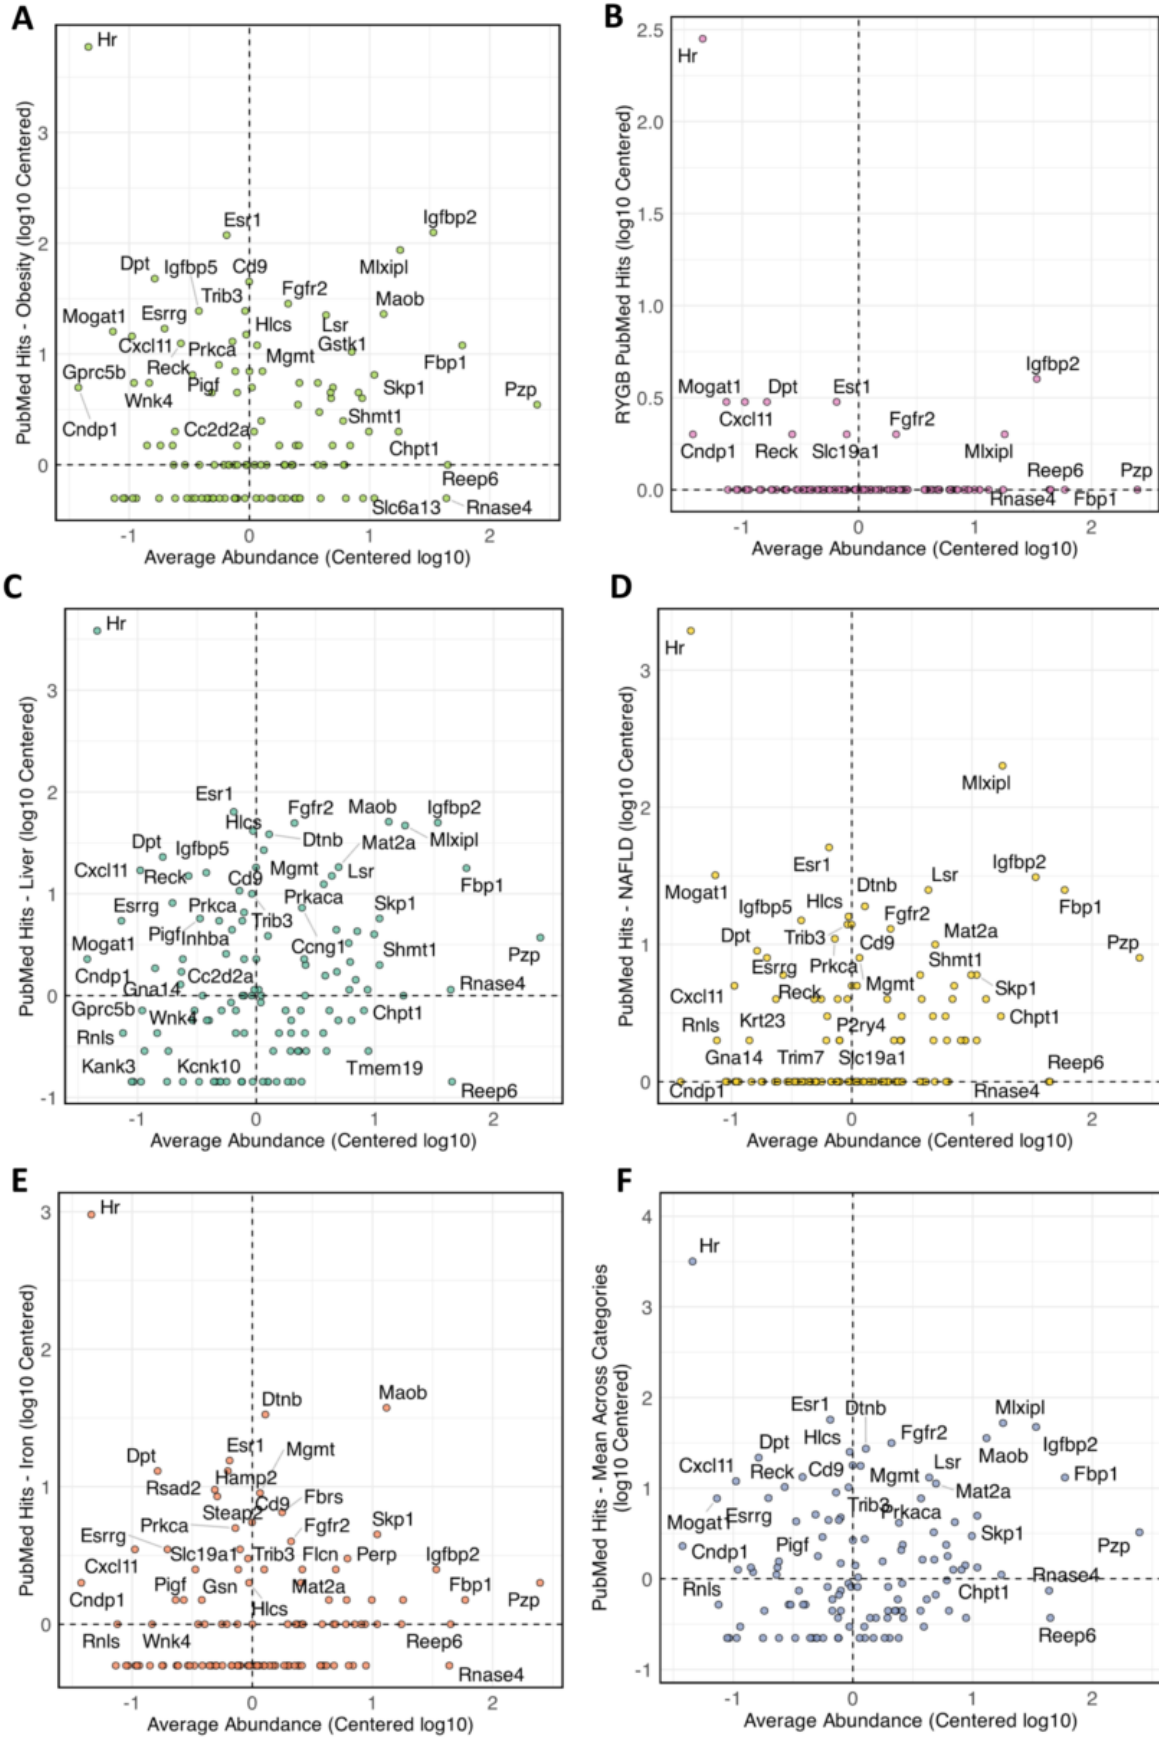

**Supplementary Figure S6. PubMed associations for RYGB-induced and related gene sets.** Scatterplots of average gene abundance (log10) versus PubMed hits for keyword categories. Categories include (A) Obesity, (B) RYGB, (C) Liver, (D) NAFLD, (E) Iron, and (F) an aggregate metric, highlighting genes with high abundance and literature representation across all categories.

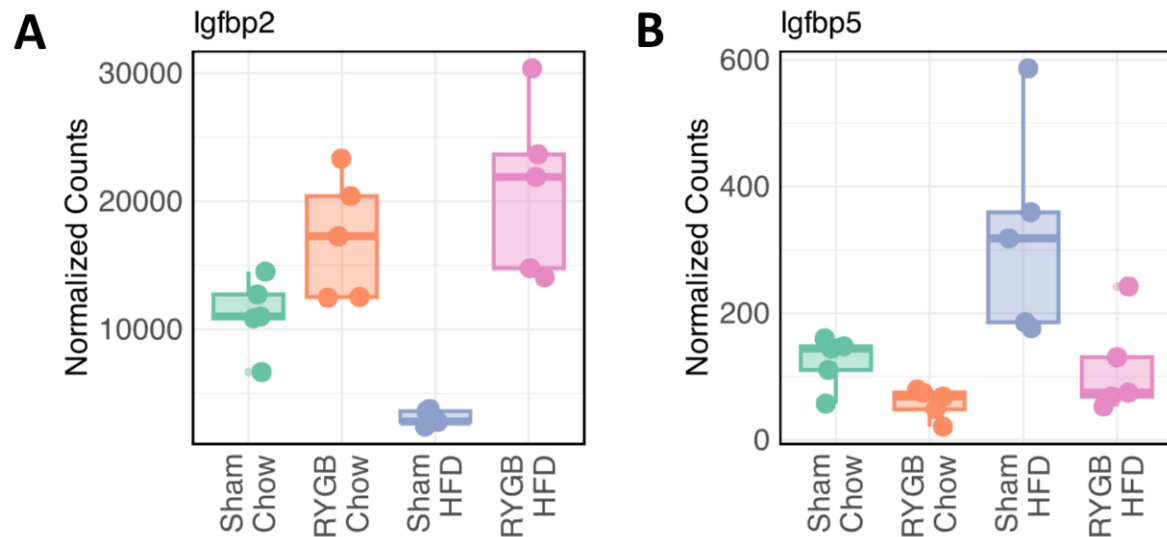

**Supplementary Figure S7. Expression dynamics of Igfbp2 and Igfbp5 across experimental groups.** Boxplots of normalized expression counts for (A) Igfbp2, showing significantly higher expression in RYGB groups compared to Sham, and (B) Igfbp5, showing reduced expression in RYGB groups, suggesting counter-regulatory dynamics with Igfbp2.

How the deposited data were processed for this re-analysis (not part of the article)

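Liver RNA of 20 male mice was measured, 5 in each of the 4 groups of sham and RYGB mice on chow or HFD, with 1 library per mouse, after 12 weeks of HFD before surgery and 8 weeks on chow or HFD after it. The authors trimmed the reads with Trimmomatic, aligned them to mm10 (GRCm38) with HISAT2 and deposited the counts of reads that FeatureCounts assigned to each of 54532 Ensembl genes, without normalization. The descriptions searched do not state the release of the annotation, the strand setting or the handling of reads that map to several genes. Gene symbols and positions were taken from GENCODE M21, which gave a symbol for 54495 of the genes.

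Total counts ran from 14604854 to 22537498 per mouse (median 19056997), and the 10 most abundant genes held between 14.4% and 19.8% of them. Of the 20 columns, 0 were identical to another. Counts are PCR reads without molecular identifiers, so floors cover counting error only. A group in which all mice had at most 3 counts of a gene was taken at the floor of 3 counts, and the fold against it is given as a lower bound.

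Genes with a CPM of at least 2 in at least 3 mice were tested, which is the filter the paper names, and 12289 passed. Differences were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on TMM-normalized counts in one model of all 4 groups, two-sided, with Benjamini-Hochberg adjustment over the tested genes. The contrasts were Sham Chow vs. RYGB Chow, Sham HFD vs. RYGB HFD, Sham Chow vs. Sham HFD and RYGB Chow vs. RYGB HFD. The surgery by diet interaction, RYGB Chow vs. RYGB HFD less Sham Chow vs. Sham HFD, was tested in the same model. The RYGB-induced, Reversal and HFD-induced sets follow the paper's definitions by unadjusted p-values under 0.05 and shared or opposite directions, and the RYGB-specific HFD-induced set its definition by an adjusted p-value under 0.05 in RYGB Chow vs. RYGB HFD without the HFD-induced genes. Shrinkage of fold changes was not used here. Single genes were compared on log2 of CPM + 0.5 by an exact permutation test over all splits of 5 mice against 5.

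Principal components, distances and silhouette widths were computed from blind rlog values (DESeq2 1.42.0). With 15504 splits of the 20 mice and 126126 splits of the 15 lean mice, all splits were enumerated in place of random resampling. The correlation of *Alas2* with red cell transcripts used 1e+05 permutations. The draws of gene sets matched on length started from the random seed 5, and the other random steps from fixed seeds of their own. Gene families were lists of symbols, tested with Fisher's exact test against all tested genes as background. They stand in for STRING terms. The STRING network, the PubMed search, the t-SNE plot and body weights were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tests and plots.

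The genes given by name are those the paper's text or Figures 2 to 5 name and, in each gene set and in the interaction test, the 5 genes with the smallest p-value in their weakest contrast among those whose groups did not overlap in any contrast of the set. For the Reversal set only 4 genes met this rule. Some genes that meet the rule are not reported here. Means and SD are given for a part of these genes that was listed in advance. The contrasts, tests, gene sets, rule for named genes, families and alternatives were chosen before the data were examined. Members of counted families that the paper does not name, such as *Idi1*, paralogs and clock genes singled out by their p-values were named after their values were seen.

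The alternatives were DESeq2, limma-voom (limma 3.58.1), RLE factors, library size only, no filter, a filter of CPM of at least 5, models of only the 2 groups of each contrast, the replicate number as a block, offsets for gene length (a spline with 5 degrees of freedom), both of these together, an adjusted p-value under 0.05 in each contrast, the interaction as a further criterion, and leaving out each mouse in turn. For the principal components they were vst values, log2 of CPM + 0.5, the 500 genes with the largest variance and unit variance. A version of DESeq2 without the genes it gives no adjusted p-value was added after seeing the data. Groups share replicate numbers 1 to 5, whose meaning the labels do not state. The labels name no sequencing batch. Surgery or diet labels were exchanged in 50 splits per factor that part all mice sharing a number, and in 50 further random splits. A count was called different when it was more than 1.5 times the other. The procedure was tested on simulated data with 200 changed genes.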

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

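Apart from the test of the interaction itself, which was chosen in advance, all tests in this part were chosen only after the result was seen.

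In 15 of 256 groups of 5 mice (60 genes in 4 groups each, and library measures), the highest or lowest mouse lay apart from the others, with a gap to its nearest neighbor above 0.71 of the group's range. Chance gives 12.8 such groups. As a share of the range, the gap was 0.716 for *Hamp* in RYGB HFD replicate 2 (highest), 0.748 for *Trib3* in Sham HFD replicate 1 (lowest), 0.837 for *Fth1* in Sham HFD replicate 1 (lowest), 0.779 for *Cyp2c29* in Sham Chow replicate 1 (highest), 0.717 for *Fga* and 0.790 for *Fgg* in Sham HFD replicate 2 (highest), 0.769 for *Slc37a1* in RYGB HFD replicate 1 (lowest), 0.720 for *C8a* in RYGB HFD replicate 3 (highest) and 0.7102 for *Epb41l4b* in RYGB HFD replicate 4 (highest). In RYGB Chow replicate 3 it was 0.721 for *Id1* (highest), and 0.722 for *Cyp2c29*, 0.724 for *Alas2*, 0.725 for *Ces2a*, 0.724 for *Abcc3* and 0.732 for the total of its counts (lowest). No explanation was tested for single mice other than RYGB Chow replicate 3.

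RYGB Chow replicate 3 holds 6 of the 15 gaps and had the highest *Hamp* of its group. Its total, 16162457 counts, ranked 4 from the lowest of the 20 mice, so 3 mice had fewer counts. The slope of its deviations on gene length ranked 3 of 20, so length bias did not set it apart from all other mice. Of the RYGB-induced genes called without this mouse, 71.7% (198) lay nearer the mean of the other RYGB Chow mice than that of Sham Chow, which goes against an exchange with a Sham Chow mouse. On PC1 it scored -3.39, against 13.97 to 18.24 in Sham HFD, which goes against an exchange with a Sham HFD mouse. An exchange with a RYGB HFD mouse was not tested by genes. Among the lean mice RYGB Chow replicate 3 had a silhouette width of 0.0783, so it lay nearer its own group than RYGB HFD. Its *Hamp* (447 CPM, against at most 10.8 in the other RYGB Chow mice) and *Id1* (8.19, against 1.91 to 2.94) were near sham values. Among lists of red cell, epithelial and immune markers, its epithelial markers had the largest deviation of the 20 mice (rank 1), in the lower direction. The log2 deviations were -0.57 for epithelial, -0.78 for red cell and 0.09 for immune markers. The rank is the best over the lists and takes no account of direction. It therefore does not decide whether a difference in RNA from other cells set this mouse apart. Without it, the log2 fold change of *Hamp* in RYGB Chow vs. RYGB HFD was -4.61 (adjusted p = 3.35e-04), so the fall of *Hamp* does not rest on this mouse alone. Over all fits without one mouse, that adjusted p-value lay between 3.35e-04 and 0.0151. No biological explanation was tested, since the design gives none for a single mouse.

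For 622 genes the effect of HFD differed between sham and RYGB mice at an adjusted p-value under 0.05 in the interaction test (305 more positive and 317 more negative in RYGB mice). Among the 60 genes with given means or chosen by rule, 26 did. The log2 interaction was 2.15 for *Igfbp2*, 0.80 for *Serpina11*, 0.75 for *Trf*, 0.72 for *Fga*, 0.86 for *Fgb*, 0.82 for *Fgg*, 0.91 for *C3*, 1.52 for *C8a*, 2.09 for *Tbc1d30*, 0.88 for *Slco2a1*, 0.68 for *Epb41l4b* and 0.33 for *Trmt1*. It was -1.10 for *Acss3*, -0.58 for *Chpt1*, -7.51 for *Hamp*, -9.93 for *Hamp2*, -0.47 for *Ftl1*, -0.46 for *Fth1*, -3.56 for *Gsta1*, -3.02 for *Gstm3*, -1.50 for *Ephx1*, -8.64 for *Cyp2a4*, -1.88 for *Me1*, -1.02 for *Abcc3*, -1.13 for *Rnd2* and -0.77 for *Abhd3*. *Hamp2* had 0 counts in RYGB HFD and *Hamp* had 0.185 CPM, so both values depend on the smallest counts. Without RYGB Chow replicate 3 the interaction of *Hamp* was -3.27. In 367 of the 622 genes the diet effect had an adjusted p-value under 0.05 in sham mice and none under 0.05, adjusted or not, in RYGB mice, in 62 the converse, and in 146 the changes in sham and RYGB mice were opposite, both at an unadjusted p-value under 0.05.

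As technical explanations of the 622 genes, offsets for gene length left 730 interaction genes, 583 of them among the 622 (93.7%), and library size only left 748, 468 of them among the 622 (75.2%). Of the 50 splits by surgery, 1, the real one, gave as many, and the highest of the others gave 2. With diet labels exchanged, the other splits that part replicate numbers gave at most 17. Splits by diet drawn without regard to replicate numbers gave at most 117. Neither length nor scaling removed the pattern, and the numbers are consistent with an effect of HFD that may depend on surgery, which remains a hypothesis.

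Among 36 marker genes of cell types, clock and sex-biased expression, 8 that the paper does not discuss were higher in a contrast at an adjusted p-value under 0.05 with no overlap between the groups. *Tff3* was higher in RYGB HFD than in Sham HFD, by 4.58 on the log2 scale (adjusted p = 2.22e-05), and than in RYGB Chow, by 2.54 (adjusted p = 0.00489). In Sham HFD vs. RYGB HFD it lay between 4.22 and 5.11 over 30 alternatives, with adjusted p-values of at most 3.30e-04. RNA from gut or biliary epithelium would raise other epithelial markers, but 0 of the other 3 were higher in RYGB HFD at an adjusted p-value under 0.05. *Sox9* rose by 0.44 (adjusted p = 0.405), *Spp1* changed by -0.30 (adjusted p = 0.275) and *Krt23* by -2.86 (adjusted p = 6.18e-05). With HFD in sham mice, however, 2 of the 4 markers were themselves higher at an adjusted p-value under 0.05. *Spp1* was higher there by 0.74 (adjusted p = 0.00710), and *Krt23* was a Reversal gene. The comparison with Sham HFD therefore does not exclude epithelial RNA. Against RYGB Chow, *Sox9* was higher by 0.73 (adjusted p = 0.249) and *Spp1* by 0.29 (adjusted p = 0.414), and *Krt23* changed by -0.04 (adjusted p = 0.978). At an unadjusted p-value 2 of the 4 markers, *Tff3* and *Sox9*, were higher there, so in that contrast too epithelial RNA cannot be told apart from a change of *Tff3* itself.

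Immune markers were in part higher in Sham HFD than in Sham Chow, by 1.31 for *Adgre1* (adjusted p = 0.0181), 1.11 for *Ptprc* (adjusted p = 4.59e-04) and 0.99 for *Cd68* (adjusted p = 0.00323) on the log2 scale. *Clec4f* rose by 0.60 (adjusted p = 0.0377), so that 4 of 7 markers were higher at an adjusted p-value under 0.05, and *Cd79a* changed by 0.95 (adjusted p = 0.258), *Cd74* by 0.19 (adjusted p = 0.617) and *H2-Aa* by 0.01 (adjusted p = 0.984). The group mean of the 7 markers was higher by 0.740 in Sham HFD, and all 5 Sham HFD mice lay above every Sham Chow mouse (exact permutation test, two-sided p = 0.00794, adjusted p = 0.0318 over 4 contrasts). Random gene sets matched on expression reached so high a median in a share of 1e-04, the smallest the 10000 draws can give, and with offsets for gene length the median was still 1.05. More immune cells in the liver of sham mice on HFD, or higher expression per cell, are hypotheses that may explain this, and the counts do not separate them.

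*Nr1d1* was higher by 0.42 on the log2 scale in RYGB HFD than in Sham HFD (adjusted p = 0.0376). It was the only 1 of 15 clock genes with an adjusted p-value under 0.05 in that contrast, and 3 (*Nr1d1*, *Nr1d2* and *Bhlhe41*) had an unadjusted one. Adjusted over the 15 genes alone, 0 passed. The rise cannot be told apart from a difference in the time of day at tissue collection.

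*Mup12* was higher by 3.36 on the log2 scale in RYGB HFD than in Sham HFD (adjusted p = 0.00282). Its values correlated with those of *Mup7* across the 20 mice with r = 0.976, the highest among 19 other *Mup* genes, and the *Mup* genes are close paralogs. Whether *Mup12* itself changed cannot be told apart from reads shared between paralogs. No biological explanation was tested.

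*Cyp2b9* and *Cyp2b13*, which are expressed more in female liver, were higher in Sham HFD than in Sham Chow, by 5.45 (adjusted p = 4.60e-05) and 5.78 (adjusted p = 2.71e-05) on the log2 scale, as was *Cyp2a4*. A female mouse would show *Xist*, which reached at most 0.525 CPM in any mouse. It does not speak to an exchange between male mice. With offsets for gene length the lowest change of the 3 genes was 5.42. Across the 20 mice the lowest r between the 3 genes was 0.837, which a rise of all 3 in Sham HFD can give with or without shared reads. From RYGB Chow to RYGB HFD *Cyp2a4* changed by -3.30 (adjusted p = 0.0245), or -2.21 without RYGB Chow replicate 3. *Cyp2b9* changed by -0.53 (adjusted p = 0.739). For the rise in Sham HFD, reads shared between paralogs cannot be told apart from a change of each gene.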

How the results depend on the processing

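The check of replicate numbers and DESeq2 without the genes it gives no adjusted p-value were chosen only after the results were seen. Across 10 alternative settings, 1693 of 1804 comparisons of 181 named-gene results (93 genes) kept their direction and their side of the threshold, 60 became weaker, 51 stronger and 0 reversed. Across the 20 fits that each left out one mouse, 3438 of 3620 did, 153 became weaker, 29 stronger and 0 reversed. The cause of the changes below was not tested.

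Genes with an adjusted p-value under 0.05 in Sham Chow vs. RYGB Chow numbered 7 (6 higher, 1 lower), and 92 (66, 26) with DESeq2, 3 (2, 1) with limma-voom, 13 (10, 3) with no filter and 0 with only the 2 groups of each contrast. In RYGB Chow vs. RYGB HFD there were 448 (245, 203), 751 (399, 352) with DESeq2 and 184 (94, 90) with only the 2 groups. RYGB-specific HFD-induced genes numbered 245 (135, 110), and 426 (229, 197) with DESeq2, also without the genes it gives no adjusted p-value, 162 (80, 82) with no filter, 96 (49, 47) with only the 2 groups and 91 (50, 41) with the interaction as a criterion. Requiring an adjusted p-value under 0.05 in each contrast gave 2 (1, 1) RYGB-induced genes in place of 350 (138, 212), 1 (0, 1) Reversal gene in place of 110 (43, 67) and 145 (81, 64) HFD-induced genes in place of 848 (399, 449).

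Among families, that criterion left 1 ribosomal protein gene in place of 44, 0 of 13 proteasome genes and 0 of 2 respiratory chain genes. The respiratory chain genes in the RYGB-induced set, expected at 1.35, were 1 with limma-voom, 10 with library size only, 5 with no filter, 6 with only the 2 groups and 4 with the replicate block and gene length offsets. It thus lay on either side of the expected count by setting. Proteasome genes numbered 6 with library size only. Cholesterol biosynthesis genes numbered 1 in place of 2 with only the 2 groups, with the replicate block, with the block and gene length offsets, and with the interaction as a criterion, and 7 with DESeq2. Complement and coagulation genes numbered 3 in place of 9 with no filter and with only the 2 groups.

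Over the 20 fits without one mouse, the counts ran from 0 to 15 in Sham Chow vs. RYGB Chow, where 15 of the 20 fits differed from 7 by more than 1.5 times, from 1534 to 2197 in Sham HFD vs. RYGB HFD (2021 with all mice), from 2009 to 2880 in Sham Chow vs. Sham HFD (2656), from 244 to 488 in RYGB Chow vs. RYGB HFD, from 377 to 805 for the interaction (622), up to 443 for RYGB-induced (lowest without RYGB Chow replicate 3, with 218 of the 350 kept), from 82 to 136 for Reversal, 694 to 896 for HFD-induced and 123 to 302 for RYGB-specific genes. Ribosomal protein genes ran from 23 to 54, proteasome from 7 to 15, respiratory chain from 0 to 9, complement and coagulation from 2 to 11 and cholesterol biosynthesis from 0 to 4. The correlation of PC1 with Sham HFD ran from 0.94 to 0.97, of PC2 with RYGB HFD from -0.93 to -0.59 and of PC3 with RYGB Chow from -0.63 to -0.12, and the pseudo-F of the lean groups from 2.13 to 2.60.

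With library size only, the totals of the contrasts and gene sets stayed within 1.5 times but directions shifted with the median of all genes. In Sham HFD vs. RYGB HFD 542 genes were higher and 1497 lower in place of 1050 and 971, in Sham Chow vs. Sham HFD 2279 and 554 in place of 1337 and 1319, and in the interaction 151 and 597 in place of 305 and 317. HFD-induced genes were 520 and 273, Reversal genes 33 and 92, and RYGB-specific genes 75 and 132. It kept 231 (66%) of the 350 RYGB-induced genes, 67 (60.9%) of the Reversal, 591 (69.7%) of the HFD-induced and 154 (62.9%) of the RYGB-specific genes, whereas DESeq2 kept 334 (95.4%), 103, 819 and 244. Models of only the 2 groups of each contrast kept 230 (65.7%) of the RYGB-induced, 71 (64.5%) of the Reversal, 687 (81.0%) of the HFD-induced and 85 (34.7%) of the RYGB-specific genes, and no filter kept 149 (60.8%) of the RYGB-specific genes. Fits without one mouse kept between 62.3% and 85.7% of RYGB-induced, 60.9% and 94.5% of Reversal, 75.3% and 91.4% of HFD-induced and 47.8% and 94.7% of RYGB-specific genes.

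With the replicate number as a block, the sets held 321 RYGB-induced, 113 Reversal, 851 HFD-induced and 190 RYGB-specific genes. Residuals of mice that share a number correlated by -0.00761 on average over 30 pairs, against 0.00173 over 120 other pairs, so mice that share a number were no more alike than other mice. In simulated data edgeR recovered 191 of 200 genes changed by 1 on the log2 scale (95.5%) as RYGB-induced and DESeq2 194, and 7 and 18 unchanged genes passed adjustment on chow. The edgeR sets also held 15 unchanged RYGB-induced, 18 HFD-induced and 1 Reversal gene. The simulated change was the same on both diets, without an effect of diet, and larger than the chow changes of many genes named above. These counts therefore do not give the recovery or the false calls of the real sets. In the real data, independent contrasts would already give 204.1 RYGB-induced genes. With a trend of gene length simulated in the Sham HFD libraries, edgeR called 2508 genes in the sham diet contrast and 801 in the interaction, where no change other than the trend was simulated, and its sets held 90 unchanged RYGB-induced, 108 HFD-induced and 37 Reversal genes. With offsets for gene length these were 0, 0, 27, 21 and 0. Depth limits *Hamp2* and *Cyp2b10*, whose counts in RYGB HFD were at or near 0, so that only lower bounds of their folds can be given.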

Differences from the paper's values

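Alternatives named here were set before the data were examined, unless stated otherwise. For the total of RYGB-specific HFD-induced genes the paper's value is 426 and the value here 245. The gap closed to within 1.5 times with DESeq2 (426) and without Sham Chow replicate 2 (302), and not with the other alternatives. The DESeq2 version without genes that have no adjusted p-value, chosen after seeing the values, also gave 426. Of these genes the paper counts 229 as higher, against 135 here, and the gap closed with DESeq2 (229) and without Sham Chow replicate 2. It counts 197 as lower, against 110 here, and the gap closed with DESeq2 (197), with library size only (132), without Sham Chow replicate 2 and without Sham HFD replicate 1.

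The paper's shares kept after adjustment in Sham Chow vs. RYGB Chow are 9.7% of higher and 3.9% of lower genes. Here they were 0.857% and 0.16%, and only DESeq2 among the alternatives closed these gaps. Fig. S2B, read by eye, shows about 33% of higher and about 31% of lower genes kept in RYGB Chow vs. RYGB HFD, against 20.3% and 18.4% here. The first gap closed with a CPM of at least 5, DESeq2, gene length offsets and without Sham Chow replicate 2, and the other with a CPM of at least 5 and DESeq2. Fig. S2C, read by eye, shows about 66 higher and about 26 lower genes in Sham Chow vs. RYGB Chow, against 6 and 1 here, and only DESeq2 closed these gaps. In RYGB Chow vs. RYGB HFD it shows about 400 higher and about 350 lower genes, read by eye in Fig. S2C, against 245 and 203 here. The first gap closed with DESeq2, gene length offsets and without Sham Chow replicate 2, and the other with DESeq2 alone.

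The paper places *Trib3* and *Epas1* among the genes higher after RYGB. *Trib3* rose by 0.35 on chow (adjusted p = 0.468) and 0.38 on HFD on the log2 scale and was not in the set here. It was in the set with DESeq2, no filter, only the 2 groups of each contrast, the replicate block, gene length offsets and both together, and without Sham Chow replicate 4, RYGB Chow replicates 1, 2 and 4 or RYGB HFD replicate 1. *Epas1* rose by 0.31 on chow (adjusted p = 0.468) and was in the set with DESeq2, library size only and no filter, and without Sham Chow replicate 3, RYGB Chow replicates 3 and 5 or RYGB HFD replicate 5.

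Of the genes the paper names as changed by HFD in RYGB mice alone, 4 were not in the set here. *Cd46* rose by 0.88 on the log2 scale (adjusted p = 0.0714) and was in it with DESeq2 and without Sham Chow replicate 2 or RYGB Chow replicate 4. *Hpx* rose by 0.38 (adjusted p = 0.101) and was in it with DESeq2, gene length offsets, the block with gene length offsets and without RYGB Chow replicate 5. *Fth1* changed by -0.27 (adjusted p = 0.0577) and was in it with DESeq2, a CPM of at least 5, and without RYGB Chow replicate 1 or Sham HFD replicate 1. *Pck2* changed by -1.05 (adjusted p = 0.0897) and was in it with DESeq2.

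Of genes the figures show, *Cxcl11*, *Sox12* and *2610005L07Rik* (Figure 2), *Kank3*, *Rnls*, *Cxcl11* and *2610005L07Rik* (Figure 3) and *Ube4b* (Figure 4) did not have the direction drawn there, read by eye, in all contrasts of their set, and no setting placed them in it. *Mup-ps16* (Figure 3) had the direction drawn but was in its set only with no filter, and *Mup10* (Figure 5) was in its set with DESeq2 and without Sham HFD replicate 5.

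The paper describes Sham HFD as set apart from the lean groups along PC2. Here Sham HFD lay between 13.97 and 18.24 on PC1, above all lean mice, and between -0.0768 and 3.24 on PC2, inside the lean range.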

Other observations

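Apart from the splits for the RYGB-induced and HFD-induced sets and the splits that share the Sham HFD group, the length tests of ribosomal and respiratory chain genes, the red cell test of *Alas2* and the interaction test within the RYGB-specific set, all tests in this part were chosen only after the result was seen.

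Labels were exchanged in 50 splits that part the mice sharing a replicate number, the real one included. The real split was the only 1 of 50 to give as many RYGB-induced genes (highest other 128), HFD-induced genes (104), Reversal genes (29) and RYGB-specific genes (138), and as many lower ribosomal protein genes (1), lower proteasome genes (0), higher complement and coagulation genes (0) and higher cholesterol biosynthesis genes (0) in their sets. The other splits had medians of 17 HFD-induced and 0 RYGB-specific genes, so the counts of families restate the sizes of the sets and are no separate evidence. Independent contrasts would give 204.1 RYGB-induced and 412.5 HFD-induced genes, above all other splits, so the splits do not test for an effect shared by both contrasts. RYGB-specific genes were counted in splits of diet labels, which test for a diet effect and not for one specific to RYGB. With surgery labels exchanged, the other splits gave from 0 to 1089 RYGB-specific genes, on both sides of the real 245. For lower respiratory chain genes 2 of 50 splits gave as many, the other with 8 genes. Splits for the single contrasts, 1 of 16 with as many genes each, cannot give a share under 0.05. Their highest other counts were 2 in Sham Chow vs. RYGB Chow, 7 in Sham HFD vs. RYGB HFD, 1 in Sham Chow vs. Sham HFD and 4 in RYGB Chow vs. RYGB HFD. Random splits that ignore replicate numbers mix mice of the same number within a group. Of 51 of them, the real split included, 2 gave as many genes in Sham Chow vs. RYGB Chow (highest 9), and at an unadjusted p-value under 0.05, 6 of 51 gave as many as 1325 (highest 2197). Of the 16 splits that part replicate numbers, 2 gave as many as 1325, the other with 1527. At an adjusted p-value under 0.05, the other random splits gave at most 163 genes in Sham Chow vs. Sham HFD, against 2656 in the real split. They gave at most 3 in Sham HFD vs. RYGB HFD and 1 in RYGB Chow vs. RYGB HFD.

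Short genes can shift together when RNA quality differs between libraries, which might lower ribosomal protein and respiratory chain genes. Among 10000 gene sets matched on length, a share of 1e-04, the smallest they can give, had a median as low as the ribosomal protein genes in Sham Chow vs. Sham HFD, and likewise in RYGB Chow vs. RYGB HFD. For respiratory chain genes the share was 1e-04 in Sham Chow vs. RYGB Chow and 0.015 in Sham HFD vs. RYGB HFD. With gene length offsets the medians were -0.56 and -0.19 for ribosomal protein genes and -0.14 and -0.08 for respiratory chain genes. Length moved these medians but did not remove them. The shares compare sets of genes drawn as if independent, so they do not measure the spread between mice. In both surgery contrasts 0 of the 78 respiratory chain genes passed adjustment over the list alone, so their fall was not shown beyond that spread.

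The proteasome and ribosomal protein genes differed in the interaction. Its median was 0.01 for 37 proteasome genes, with 0 at an adjusted p-value under 0.05 and 3 at an unadjusted one. For 81 ribosomal protein genes Sham HFD vs. RYGB HFD had a median of 0.36, with 44 higher at an adjusted p-value under 0.05 and 56 when adjusted over the list alone, and a median of 0.27 with library size only.

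*Alas2* transcripts might come from red cells in the tissue. In deviations from group means its r with the mean of 6 other red cell transcripts was 0.139 over 20 mice (permutation test, two-sided p = 0.556, adjusted p = 0.556, Spearman's rho -0.00451, permutation p = 0.987). Over all mice it was 0.307 (permutation p = 0.186, adjusted p = 0.371, rho 0.153, permutation p = 0.518). Without the 2 mice farthest from the median, r was -0.15. Deviations from group means leave out the difference between groups. The 7 red cell markers, *Alas2* included, changed after RYGB by a median of -0.38 on chow (7 lower) and -0.36 on HFD (6 lower), with 0 at an adjusted p-value under 0.05 and only *Alas2* at an unadjusted one (1 on each diet). *Alas2* itself changed by -0.42 and -0.36. The fall of *Alas2* between groups cannot be told apart from lower red cell content.

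A gene past the threshold in RYGB mice and not in sham mice need not have a different diet effect. Of the RYGB-specific genes, 37.1% had an adjusted p-value under 0.05 in the interaction test and 71.8% an unadjusted one. For single genes that did not pass adjustment there, the pattern cannot be told apart from a difference in significance.

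Reversal genes might arise from noise of the Sham HFD mice, which enter 2 contrasts. Of the 50 splits by surgery, which keep this shared group, 1, the real one, gave as many Reversal genes. Reversal genes are among the RYGB-induced genes, of which the other splits had a median of 14, so these splits do not speak to shared noise. With different Sham HFD mice in each contrast, a median of 73.5 genes (60 to 82 over 20 partitions) were opposite and 18.5 (9 to 25) in the same direction. By this last test, shared noise did not account for most of the opposite changes.

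Time of day at tissue collection could raise an overlap of diet contrasts. Of 15 clock genes, 0 had an adjusted p-value under 0.05 in either diet contrast, over all genes or over the 15 alone (2 in sham mice and 1 in RYGB mice at an unadjusted one).

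Immune markers were also higher in RYGB Chow than in Sham Chow, with a median log2 fold change of 0.60 over 7 markers, all 7 higher, 0 at an adjusted p-value under 0.05 and 4 at an unadjusted one (4 adjusted over the list alone). Gene sets matched on expression reached this median in a share of 1e-04, the smallest that 10000 draws can give. By mouse, the mean of the markers differed by 0.567, with 3 of 5 RYGB Chow mice above all Sham Chow mice (exact permutation test, two-sided p = 0.0714, adjusted p = 0.143), so the difference did not pass between mice. In RYGB HFD the mean of the markers was not higher than in the other groups compared with it. It differed by -0.0696 from RYGB Chow (exact permutation test, two-sided p = 0.770, adjusted p = 0.770). From Sham HFD it differed by -0.243 (exact permutation test, two-sided p = 0.167, adjusted p = 0.222). More immune cells after RYGB on chow may be a hypothesis for other data.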
